# Single cell transcriptomic representation of social dominance in prefrontal cortex and the influence of preweaning maternal and postweaning social environment

**DOI:** 10.1038/s41598-024-52200-6

**Published:** 2024-01-25

**Authors:** Katherine Lopez, Madelyn R. Baker, Miklos Toth

**Keywords:** Social behaviour, Transcriptomics

## Abstract

Social dominance encompasses winning dyadic contests and gaining priority access to resources and reproduction. Dominance is influenced by environmental factors, particularly during early postnatal life and adolescence. A disinhibitory medial prefrontal cortex (mPFC) microcircuit has been implicated in the expression of dominance in the “tube test” social competition paradigm in mice, but the neuroplasticity underlying dominance is not known. We previously reported that male pups raised by physically active (wheel-running, as opposed to sedentary) dams exhibit tube test dominance and increased reproductive fitness, and here we show that social isolation from weaning also increases dominance. By using single cell transcriptomics, we tested if increased dominance in these models is associated with a specific transcriptional profile in one or more cell-types in the mPFC. The preweaning maternal effect, but not postweaning social isolation, caused gene expression changes in pyramidal neurons. However, both the effect of maternal exercise and social isolation induced the coordinated downregulation of synaptic channel, receptor, and adhesion genes in parvalbumin positive (PV) interneurons, suggesting that development of dominance is accompanied by impaired PV interneuron-mediated inhibition of pyramidal cells. This study may help understand environmentally induced transcriptional plasticity in the PFC and its relationship to tube test dominance.

## Introduction

Dominance/subordinance is a social, dyadic behavior with one individual exhibiting or signaling aggressive behavior and the other responding with submissive behavior^1,2^. However, dominance is more than direct aggression because it includes cognitive skills, assertiveness, and vigilance to achieve and maintain high social status in a group^3–5^. Dominant individuals have preferential access to resources, shelter, and mates, and have higher reproductive fitness than subordinates^6^. Non-aggressive dominance is not limited to humans and has been observed in rodents both in the wild and in the laboratory^7–9^.

Animals living in social groups form a dominance hierarchy through repetitive social interactions both in the wild and in controlled laboratory environments^1,10^. Winners of previous competitions are more likely to keep winning future contests and thus establish a dominant status^11^. However, social dominance is a broader concept than social rank in a group because dominance is exhibited against individuals outside of the group and socially isolated individuals, with no social experience, exhibit dominance. Social dominance can be assessed by various methods^12,13^. The “tube test” emerged as a simple, reliable, and reproducible method to determine social rank within a group of rodents, typically mice^14^. In this test, two animals confront each other in a Plexiglas tube, with the “winner” pushing the “loser” out from the tube or the “loser” withdrawing from the tube^14^. Although tube test dominance may operationally be defined as the ability to monopolize priority access to prized resources, tube test measures may not be generalized across other dominance tests^15^.

Genetics plays a role in exhibiting dominance behavior, exemplified by the tube test dominance of individuals from one inbred strain over individuals from another inbred strain^9^. Nonetheless, males with the same genetic background display variable levels of dominance in tube tests against unfamiliar competitors^9^. Nongenetic factors that may influence dominance behavior include variations in the prenatal environment, such as position in the uterus, and early postnatal environment, including differences in maternal care^16–19^. We previously identified a maternal factor that reliably influences the social dominance of males in the tube test^20^. We reported that daily voluntary wheel running of dams, from postpartum day 2 to 21, increases the tube test dominance and reproductive success/fitness of their adult “Run” offspring, as compared to the sedentary mothers’ “Sed” offspring^20^.

Another nongenetic factor that was reported to increase social dominance is social isolation. Social isolation of rodents during the neonatal and juvenile (from weaning) periods has consistently been shown to result in abnormal social behavior, including hyperactivity, aggression, increased dominance, and impaired sociability^21–25^. Similar behavioral changes have also been observed in humans as a result of childhood neglect or abuse, characterized by excessive dominance, overt aggression, antisocial behavior, greater than normal reward sensitivity, and inflated self-perception^26–28^.

Tube test social rank within a group of cage mates has been reported to be bidirectionally controlled by synaptic efficacy in the medial prefrontal cortex (mPFC)^13^. Another report showed that both the winner’s and loser’s behavior in the tube test (pushing and resisting, respectively) is correlated with neuronal activity in the prelimbic (PL) area of the mPFC^29^. Finally, a recent work identified a disinhibitory microcircuit in the dorsal mPFC, that through two types of interneurons to pyramidal neurons, controls tube test competition^30^. We speculated that the increased tube test dominance of Run and socially isolated males could be associated with neuronal changes in this mPFC circuit and that dominance-related neuroplasticity in this circuit is reflected in transcriptomic alterations. Because the mPFC circuit regulating dominance behavior is composed of both pyramidal neurons and different types of interneurons, we used single nucleus (sn) RNA-Seq to determine cell-type specific gene expression profiles and the influence of the preweaning Run maternal environment and postweaning social isolation on gene expression in the mPFC. We found transcriptional changes in the PL that were specific for dominance, independent of whether attained by the preweaning Run maternal environment or social isolation, in parvalbumin (PV) positive interneurons. Transcriptional changes suggested reduced inhibition of pyramidal neurons by interneurons, a model consistent with dominance driven by the disinhibition of pyramidal neurons in the mPFC.

## Results

### Male offspring raised by postpartum exercising mothers are socially dominant relative to the offspring of sedentary mothers

We previously reported that the preweaning maternal environment has a strong influence on the individual’s adult social dominance in the tube test in C57BL/6 mice^20^. Specifically, male but not female pups raised by dams in cages equipped with a running wheel during postpartum days 2 to 21 (Run offspring) exhibited dominance in the tube test over unfamiliar males raised by mothers in standard cages (Sed offspring) (Fig. 1A). Exercise on a running wheel is a naturalistic behavior^31^ and mothers used it voluntarily without neglecting their pups^20^. Here we reproduced the increased dominance phenotype of group-housed (GH) Run males (Run^GH^), indicated by their significantly higher winning score against unfamiliar, age- and weight-matched group-housed Sed^GH^ male offspring of sedentary mothers (Fig. 1A cohort 1**,** Fig. 1B). Each male was from a separate mother (e.g., males were not littermates) and each pairwise competition was performed twice by switching competitors between the sides of the tube to eliminate possible side bias. Further, to limit the effect of winning history on dominance^11^, each male competed with 2–3 males from the other group. The social dominance behavior of the male offspring was fairly specific for the tube test, as maternal exercise had no effect on urine marking, another measure of social dominance, and on agonistic behavior in direct pairwise interactions with conspecifics, as we reported previously^20^.

**Figure 1:**
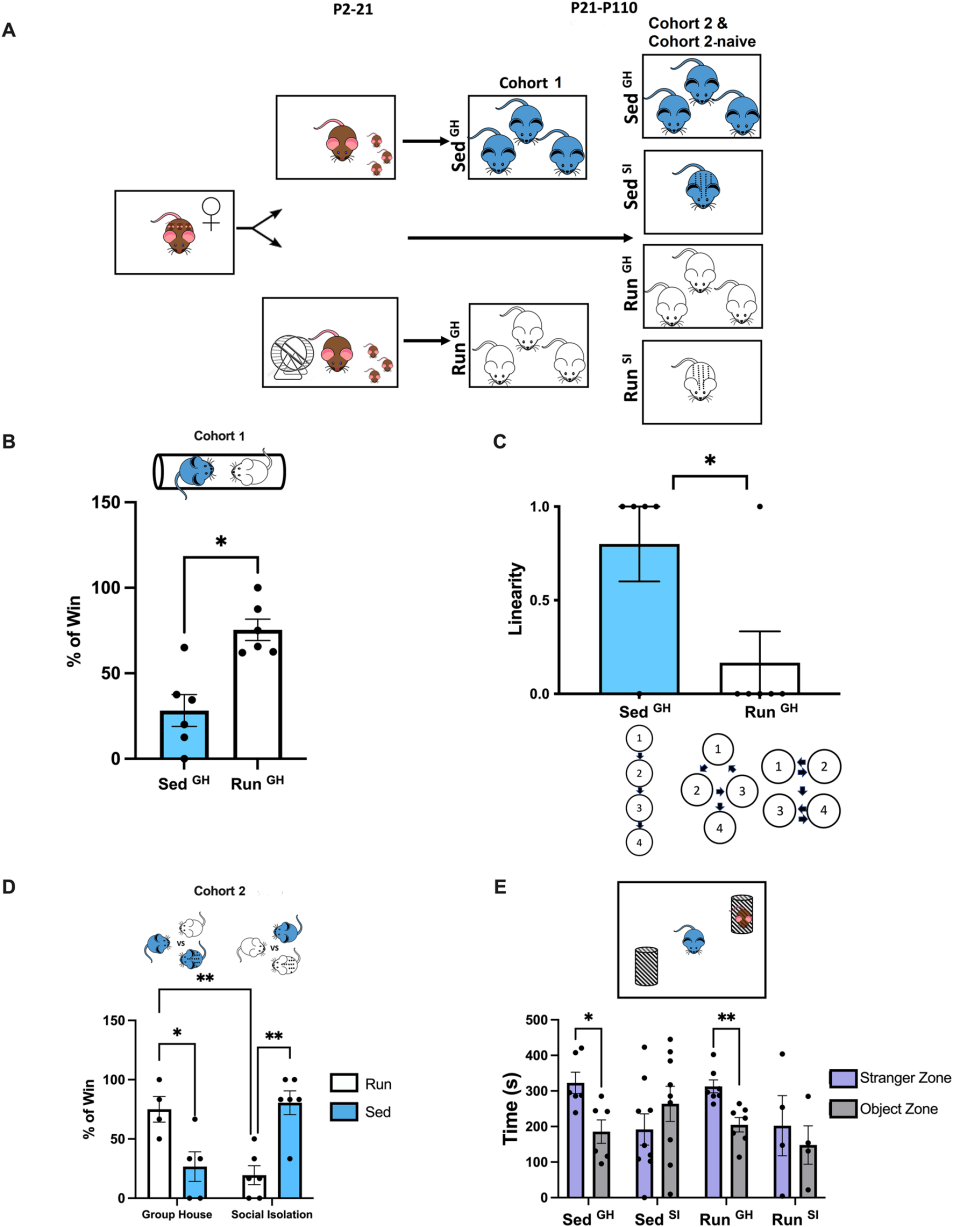
Maternal postpartum physical activity and social isolation increase social dominance of males in the tube test. (**A**) Experimental design to generate Run and Sed offspring of mothers housed in cages with or without running wheels during the postpartum period. Both Run and Sed males were divided at P21 and raised under group housing condition (Run^GH^ and Sed^GH^, cohorts 1 and 2) or in social isolation (SI) in single housing condition (Run^SI^ and Sed^SI^, cohort 2). None of the offspring had running wheel in their cage. (**B**) Adult (~ 4 months old) Run^GH^ males were dominant over Sed^GH^ males in the tube test. Unpaired t test, N = 6 (Run), 6 (Sed); t(10) = 4.205, **p = 0.0018. Data are represented as mean +—SEM. (**C**) While groups of Sed^GH^ male cagemates predominantly showed linear hierarchy, maternal running resulted in loss of linearity in the groups of Run^GH^ offspring in “within cage” tube tests, using a round robin design. Mann–Whitney test, U = 5.500, p* = 0.040. (**D**) Run^GH^ males were dominant over Sed^GH^ males, while social isolation elevated the dominance of Sed^SI^ males over Sed^GH^ males. Two-way ANOVA, Interaction between maternal (Run, Sed) and offspring (GH, SI) environments F(1,17) = 27.62, P < 0.0001. Tukey’s test for multiple comparisons: Sed^GH^ vs. Run^GH^, *p = 0.0323; Sed^SI^ vs. Sed^GH^, **p = 0.0074; Run^GH^ vs. Run^SI^, **p = 0.0095. N = 5 (Sed^GH^), 6 (Sed^SI^), 4 (Run^GH^), 6 (Run^SI^). (**E**) Group-housed males (both Run^GH^ and Sed^GH^) had increased preference for interacting with a caged stranger mouse over an empty cup, while preference was lost in socially isolated males (both Sed^SI^ and Run^SI^). Multiple paired t tests, Sidak’s multiple comparison: Sed^GH^, *p = 0.049752; Run^GH^, **p = 0.00907. Although the same cohort was used as in D, more mice were available because, unlike the tube test that used select individuals for making pairs, affiliative behavior could be assessed with all available males. However, three Run^SI^ and one Run^GH^ males were excluded because climbing to cups or attempting to jump from the enclosure. N = 6 (Sed^GH^), 9 (Sed^SI^), 7 (Run^GH^), 4 (Run^SI^).

Next, we assessed dominance hierarchy within the groups of Run^GH^ and Sed^GH^ mice in a round-robin competition between cage mates (Fig. 1C, cohort 1). While 4 out of the 5 Sed^GH^ groups formed a linear hierarchy, only 1 out of the 6 Run^GH^ groups showed linearity in rank as multiple males achieved dominance status in 5 Run^GH^ cages. Since Run males, as a group, were dominant over Sed males (Fig. 1B), we concluded that the exercise-related maternal effect elevates dominance behavior above that which is achieved within a group of Sed cage mates.

### Postweaning isolation increases dominance of Sed males but reduces the dominance of Run males

Neonatal social isolation has been reported to increase the dominance of male mice in the tube test^21^. To test if social isolation, from weaning (postnatal day, P21) to testing in adulthood (~ 4 months of age), a period that spans the juvenile and adolescent development, leads to a similar behavioral phenotype, we generated a new group of Run and Sed mice and divided them at weaning to group-housed and socially isolated (SI) groups, thus creating four groups of mice (Run^GH^, Sed^GH^, Run^SI^, and Sed^SI^) (Fig. 1A, cohort 2). In adulthood, individuals from each group competed against individuals from other groups that differed from them in one variable, either in preweaning maternal effect (Run/Sed) or postweaning social environment (GH/SI) (Fig. 1D). To avoid bias due to winning history^11^, each male competed with only 2–3 males from the other groups.

We again reproduced the dominance of Run^GH^ over Sed^GH^ males (Fig. 1D). Further, we found that socially isolated Sed males (Sed^SI^) exhibited increased dominance over group-housed Sed (Sed^GH^) males (Fig. 1D), indicating that social isolation beyond the neonatal age can still increase tube test dominance. In contrast, socially isolated Run males (Run^SI^) became submissive when competing against group-housed Run males (Run^GH^) (Fig. 1D), indicating an opposite effect of social isolation in Run and Sed mice.

To test the relationship between tube test dominance and social motivation^32^, a different social behavior, we also assessed the behavior of these, cohort 2 males in the 3 chamber social interaction test^33^ (Fig. 1E). Social isolation abolished the social preference (i.e., preference for a caged stranger mouse vs. empty cup) of both Run^SI^ and Sed^SI^ mice. Further, Run^GH^ and Sed^GH^ males had a similar social preference indicating that tube test social dominance is unrelated to social motivation to interact with a conspecific.

Overall, these data show that tube test dominance of males can be increased by two distinct environmental effects, maternal postpartum physical exercise during the preweaning period and postweaning social isolation.

### Cellular composition of the PL mPFC

Because dominance is linked to neuronal plasticity in a disinhibitory neuronal circuit in the PL and anterior cingulate cortex (ACC) regions of the mPFC^30^, we tested if the increased tube test dominance of group-housed Run (Run^GH^) and socially isolated Sed males (Sed^SI^) is accompanied by PL transcriptional changes. Given that the PL, and the mPFC in general, are composed of several neuronal and nonneuronal cell types that might be involved in the regulation of social dominance, we used single cell-based transcriptomics to characterize the influence of the preweaning maternal and postweaning social environment on cell-type specific gene expression. Although single cell transcriptomic profiling of the mouse mPFC has been reported^34,35^, our focus on the PL, which is the middle part of the mPFC (Fig. 2A), motivated us to generate a PL-specific cell atlas. Further, we used nuclei, rather than cells, because nuclei isolation (Fig. 2B), as compared to enzymatic digestion of the tissue into single cell suspension, avoided the activation of immediate early genes^36^. Additionally, nascent nuclear transcripts may better reflect transcription rate as their level is not influenced by variability in nucleo-cytoplasmic transport and stability in the cytoplasm.

**Figure 2:**
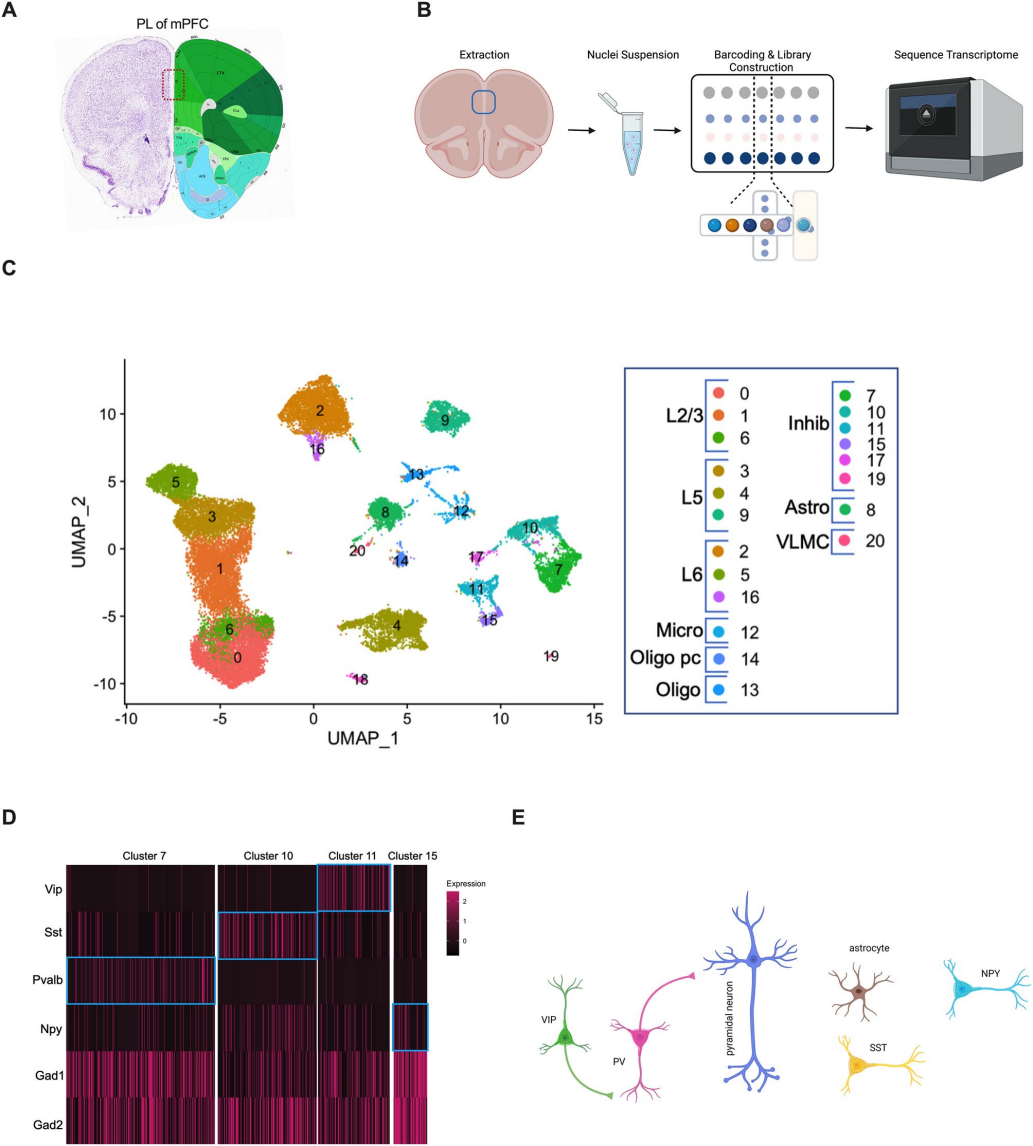
Cellular composition of the PL analyzed by snRNA-Seq on the 10X Chromium platform (10X Genomics). (**A**) PL of mPFC was isolated from coronal sections as indicated. (**B**) Isolated PL was used for nuclei isolation and snRNA-Seq. (**C**) UMAP plot of transcriptional profiles of single nuclei showing all identified neuronal and nonneuronal cell types. Data are from the four-group snRNA-Seq experiment (cohort 2-naïve, *dataset 2*). L = cortical layer, Micro = microglia, Oligo pc = oligodendrocyte precursor, Inhib = inhibitory neurons, Endo = endothelial cell, VLMC = vascular and leptomeningeal cells. (**D**) Single cell heat map showing cell type-specific gene marker expression in identifiable interneuron clusters. (**E**) The disinhibitory microcircuit, composed of pyramidal neurons, PV, and VIP neurons, implicated in the regulation of dominance behavior in the tube test. Additional cell types identified in the PL and analyzed for gene expression are also shown.

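The deposited files of *dataset 1* hold 2 snRNA-Seq libraries, one from Run GH and one from Sed GH PL, each made from the pooled tissue of 3 males. Nuclei were captured in droplets with 10 × Chromium 3′ chemistry, in which a barcode marks the droplet and a unique molecular identifier (UMI) marks each RNA molecule, so that PCR copies are counted once. The authors counted UMIs per gene and barcode with Cell Ranger against the mm10 mouse transcriptome, introns included, and deposited the raw counts of all barcodes. The labels deposited with the libraries give an age of 21 days, and the paper's age is used here. The Run GH library held 159049013 UMIs over 2758540 barcodes and the Sed GH library held 188952936 UMIs over 2800539 barcodes. The limits given in the methods were applied to each barcode, which are at least 500 and at most 4000 genes and at most 1% of UMIs from mitochondrial genes. For all values by cell type, a nucleus also needed at least the number of UMIs reached by dividing the 99th percentile of the largest barcodes by 10, as many barcodes being taken as the paper gives nuclei. This minimum was 2451 UMIs in Run GH and 3156 in Sed GH; it had been planned as an alternative and was made the main rule after the numbers of barcodes were seen. The median nucleus then held 5586 UMIs from 2292 genes in Run GH and 6252 UMIs from 2494 genes in Sed GH. Clusters were rebuilt with Leiden clustering of Pearson residuals and named from lists of marker genes written before the files were opened. UMIs were summed per library and cell type, and groups were compared by the log2 ratio of CPM (counts scaled to a common library total), given with its 95% interval from exact Poisson counting. Because each condition has 1 library per dataset, there are no replicates within the dataset, and these intervals cover counting error only.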

First, we performed an snRNA-Seq experiment from cohort 1 Run^GH^ and Sed^GH^ mice with PL nuclei isolated one day after the last tube test (at ~ 4 months of age), generating *dataset 1* (Fig. 1A, B). Three adult Run and Sed males that ranked top and bottom within their own group, each from a different mother, were used for dissecting PL, followed by nuclei isolation and 10 × profiling as shown in Fig. 2B. 10,232 Run^GH^ and 7,327 Sed^GH^ nuclei passed quality control and were clustered by Uniform Manifold Approximation and Projection (UMAP) using Seurat^37^. 

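Within the limits of the methods alone, 82369 barcodes remained in Run GH and 103386 in Sed GH. The median background droplet held 1089 UMIs in Run GH, which was 19.5% of the median nucleus, and 1307 UMIs in Sed GH, or 20.9%. The alternative that moved these numbers most was the minimum of UMIs, which left 8165 nuclei in Run GH and 5143 in Sed GH. A lower limit of 1000 genes left 11230 and 14754 barcodes, respectively. Nuclei above the minimum carried 32.9% of all UMIs of the Run GH library and 19.0% of the Sed GH library.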

A similar snRNA-Seq experiment was performed with an independent cohort of ~ 4 months old mice that followed the 4-group experimental design used for behavioral cohort 2, and which showed the dominance behavior of both Run^GH^ and Sed^SI^ offspring in competition with Sed^GH^ mice (Fig. 1A, D). This cohort (cohort 2-naïve) however had no prior exposure to the tube or other behavioral tests (e.g., *dataset 2*). 

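The deposited files of *dataset 2* hold 4 libraries, 1 per group, each again from the pooled PL of 3 males, and were made and counted as those of *dataset 1*. The libraries held 62273299 UMIs in Run GH, 19134955 in Sed GH, 69344415 in Run SI, and 35993055 in Sed SI, over 1097103, 519339, 1193645, and 833010 barcodes. The minimum of UMIs per nucleus came to 1272 in Run GH, 620 in Sed GH, 1587 in Run SI, and 1369 in Sed SI. The Sed GH nuclei were the least deeply sequenced, with a median of 1638 UMIs and 950 genes, against 3398 UMIs and 1741 genes in Run GH, 4034 and 1949 in Run SI, and 3600 and 1724 in Sed SI. The Sed GH library enters both the Run GH and the Sed SI comparison. The datasets together hold 6 libraries, 3 from Run and 3 from Sed litters, and across these a test with replicates was made on counts summed per library and cell type, with dataset, maternal environment and housing as terms.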

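Within the limits of the methods, 10530 barcodes remained in Run GH, 5821 in Sed GH, 9339 in Run SI, and 5683 in Sed SI. With the minimum of UMIs added, the numbers were 9934 in Run GH, 8530 in Run SI, and 4997 in Sed SI, and no barcode was lost in Sed GH. A lower limit of 1000 genes left 2630 barcodes in Sed GH, the largest change among the 4 groups. Without the limit on mitochondrial UMIs, 12090 barcodes remained in Run GH, 5822 in Sed GH, 11649 in Run SI, and 5809 in Sed SI. That limit thus removed more barcodes from the Run libraries. Background droplets held a median of 262, 83, 303, and 153 UMIs in Run GH, Sed GH, Run SI, and Sed SI.

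**Figure D1:**
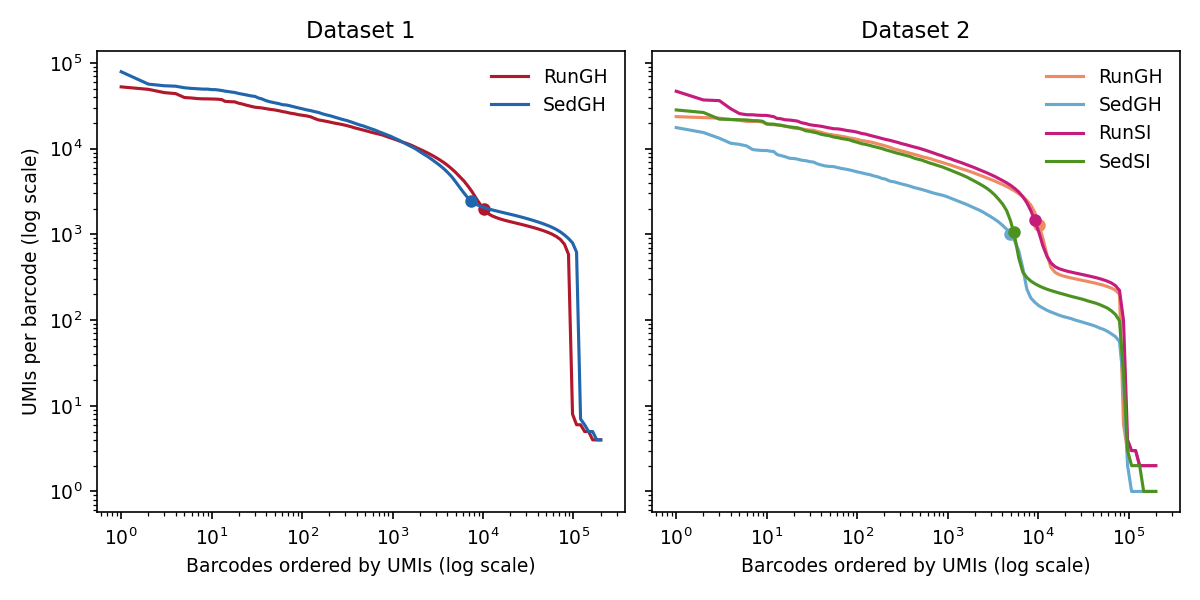
UMIs per barcode (log scale) against barcodes ordered by UMIs (log scale), with 1 line per library, *dataset 1* on the left and *dataset 2* on the right. Each dot marks the paper's number of nuclei for that library; in *dataset 1* the dots lie at the upper end of a long, slowly falling part of the lines.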

PL from 3 Run^GH^, 3 Sed^GH^, 3 Run^SI^, and 3 Sed^SI^ mice (each from a different mother) yielded 10,272, 4,939, 9,159, and 5,360 nuclei, respectively, that passed quality control. The number and size of UMAP clusters were similar with the Run^GH^ and Sed^GH^ groups across *datasets 1* and* 2*, although the position of clusters within UMAPs varied slightly in the two experiments (Supplementary Figure S1A, B). 

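Rebuilt clusters numbered 19 in *dataset 1* and 20 in *dataset 2* before interneurons were clustered again. Pyramidal neurons made up 76.6% (75.7% to 77.5%) of Run GH nuclei in *dataset 1* and 77.3% (76.4% to 78.1%) in *dataset 2*, with 95% Clopper-Pearson intervals in parentheses. In Sed GH, the shares were 79.7% (78.5% to 80.8%) and 84.5% (83.5% to 85.4%). The PV interneurons were 3.60% (3.21% to 4.03%) and 4.06% (3.68% to 4.46%) of Run GH nuclei, and 3.19% (2.73% to 3.71%) and 3.73% (3.26% to 4.25%) of Sed GH nuclei. Larger changes between datasets were seen in layer 6, with 7.81% (7.24% to 8.42%) and 14.2% (13.5% to 14.9%) in Run GH and 19.1% (18.0% to 20.2%) and 10.1% (9.32% to 10.9%) in Sed GH. Clusters were named within each dataset, and clusters led by the same genes did not always get the same name. One led by *Col25a1*, *Frem1*, and *Cadps2* was counted as VIP interneurons in *dataset 1* (84 Run GH and 34 Sed GH nuclei) and left without a name in *dataset 2* (67 and 25), so VIP shares are not compared between datasets. Another, with *Unc5b* and *Mctp2* among its leading genes, was counted as PV interneurons in *dataset 2* (20 Run GH and 13 Sed GH nuclei) and left without a name in *dataset 1* (55 and 18). These intervals do not include the spread between mice, which single pooled libraries cannot give. Of the alternatives, keeping all barcodes within the limits moved the shares most, to 4.61% pyramidal neurons in Sed GH of *dataset 1*.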

Further, the UMAP patterns were indistinguishable across groups within *dataset 2* indicating no apparent effect of the preweaning or postweaning environment (Supplementary Figure S1B). 

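Between the 4 groups, the share of pyramidal neurons was 78.6% (77.7% to 79.4%) in Run SI and 81.2% (80.1% to 82.3%) in Sed SI, so that the highest and lowest of the groups differed 1.09-fold. PV interneurons made up 4.55% (4.12% to 5.01%) of Run SI and 3.58% (3.08% to 4.14%) of Sed SI nuclei, a 1.27-fold range over the groups. Astrocytes ranged from 1.60% (1.29% to 1.95%) in Sed GH to 3.37% (3.03% to 3.75%) in Run GH, or 2.11-fold, beyond the counting error. Oligodendrocyte precursors ranged from 0.344% (0.210% to 0.530%) in Sed GH to 1.65% (1.39% to 1.95%) in Run SI, or 4.81-fold. Over the 3 pairs of Run and Sed libraries of both datasets, a comparison chosen after the shares were seen, the share was higher in Run in 3 of 3 pairs for astrocytes, oligodendrocyte precursors, microglia, PV, and VIP interneurons, in 0 of 3 for pyramidal neurons, and in 2 of 3 for SST and NPY interneurons and oligodendrocytes. The exact 2-sided sign test gives p = 0.25 for 3 of 3 and for 0 of 3, the smallest value that 3 pairs can give. With a lower limit of 1000 genes, precursors were higher in Run in 1 of 3 pairs, and among the largest barcodes pyramidal neurons were in 1 of 3 and astrocytes in 2 of 3.

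**Figure D2:**
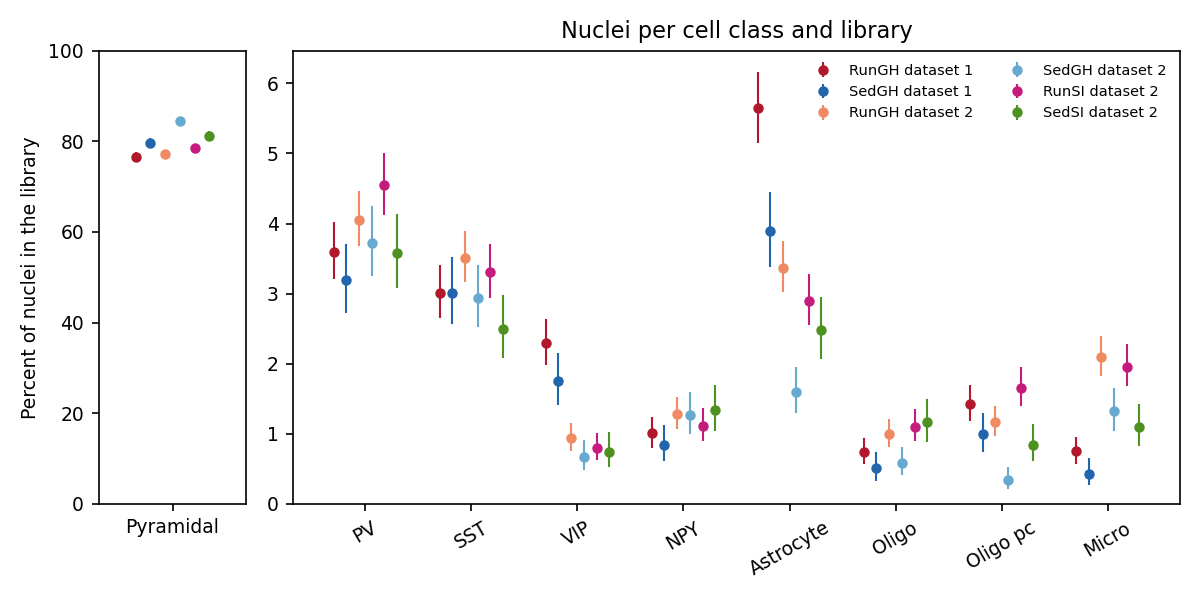
Percent of the nuclei of each library (y axis) in each cell class (x axis), with exact 95% intervals as bars and 1 colour per library, all 6 libraries shown. The VIP groups of the 2 datasets hold different clusters. The bars cover counting error only, and the Sed GH points of *dataset 2* are the lowest of the libraries for astrocytes and oligodendrocyte precursors.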

Finally, total gene expression levels between the two sets of Run^GH^ and Sed^GH^ PL were highly correlated (Pearson’s correlation, r = 0.96) indicating that prior behavioral testing had no obvious effect on overall gene expression in the PL (Supplementary Figure S1C).

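Pearson's r across all listed genes was 0.966 between the Run GH libraries of the 2 datasets and 0.965 between the Sed GH libraries, on the natural log of 1 plus the mean count per 10000. With summed CPM in its place, the alternative that moved r most, the values were 0.978 and 0.971. Within a dataset, r between Run GH and Sed GH was 0.995 in *dataset 1* and 0.991 in *dataset 2*. These are correlations across genes within pairs of libraries, and genes are not independent replicates. The activity-regulated gene *Fos* (mm10, chromosome 12 from 85473890 to 85477273) had 3.44 (2.96 to 3.98) CPM over all nuclei in Run GH of *dataset 1* and 3.86 (3.27 to 4.54) in *dataset 2*. In Sed GH, *Fos* had 6.84 (6.01 to 7.75) and 4.10 (3.00 to 5.47). *Arc* had 6.53 (5.86 to 7.27) and 12.0 (10.9 to 13.2) in Run GH, and 8.21 (7.30 to 9.20) and 12.0 (10.1 to 14.2) in Sed GH.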

We used the combined UMAP profile of the four groups with no prior behavioral testing (*dataset 2*) to assign clusters to cell types, based on cell type specific markers reported earlier in the mouse mPFC^35^ (Fig. 2C and Supplementary Figure S2 for cluster markers). We identified 9 clusters corresponding to excitatory pyramidal neurons in the PL (Fig. 2C). These excitatory neuronal clusters could be assigned to specific cortical layers using layer-specific cell type markers (Supplementary Figure S2). 

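Among the rebuilt clusters of *dataset 2*, 9 were named pyramidal from their markers, and they held 23352 nuclei. Layer 2/3 nuclei made up 34.5% (33.6% to 35.5%) of Run GH, 39.3% (38.0% to 40.5%) of Sed GH, 30.1% (29.1% to 31.1%) of Run SI, and 37.8% (36.5% to 39.2%) of Sed SI. The layer 5 shares were 11.1%, 13.9%, 15.9%, and 11.6% in the same order, and layer 6 made up 13.6% of Run SI and 11.9% of Sed SI. The layer 5 share of Run SI rested on the limits used, and was 11.0% with a lower limit of 1000 genes. Pyramidal clusters whose layer markers gave no clear answer were left without a layer, the largest with 2879 nuclei.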

Clusters 0, 1, and 6 corresponded to layer 2/3 pyramidal neurons (based on their expression of *Cux2*), clusters 3, 4, and 9 corresponded to layer 5 neurons (*Etv1* +), with cluster 9 corresponding to a *Tshz2* + subtype of layer 5 neurons, and clusters 2, 5, and 16 corresponded to layer 6 neurons (*Syt6* + , *Foxp2* + , *Oprk1* +). 

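To compare detection at one depth, each nucleus with at least 1000 UMIs was thinned to that number. The share of nuclei with a UMI of the gene was then set beside the share in astrocytes, taken as the background. Whether astrocytes held these genes as free RNA only was not tested. Shallower nuclei were left out, which took none from Run GH, Run SI, and Sed SI, and in Sed GH took 344 of layer 2/3 (1942 kept), 104 of layer 5 (703 kept), 90 of layer 6 (497 kept), and 57 astrocytes (36 kept). *Cux2* (chromosome 5 from 121856366 to 122050102) was found in 28.7% to 36.1% of thinned layer 2/3 nuclei over the 4 libraries of *dataset 2*, against 2.78% to 4.84% of astrocytes. Without thinning, its shares were 49.7% to 71.8% and 2.15% to 9.68%, at median depths of 1580 to 4129 and 965 to 1986 UMIs. *Etv1* (chromosome 12 from 38779380 to 38870484) was found in 12.8% to 21.4% of thinned layer 5 nuclei and in 2.78% to 9.72% of astrocytes, and unthinned in 25.7% to 50.6% and 6.45% to 15.4%. *Tshz2* (chromosome 2 from 169633013 to 170071816) was found in 21.1% to 33.3% of thinned layer 5 nuclei against 1.21% to 5.56%, and unthinned in 27.5% to 36.6% against 2.15% to 5.97%. In layer 6, *Syt6* (chromosome 3 from 103575231 to 103645569) was found in 11.0% to 12.9% against 0.405% to 2.78% of thinned nuclei, and in 21.3% to 37.7% against 0.806% to 1.19% of unthinned ones. *Foxp2* (chromosome 6 from 14901349 to 15441977) was found in 41.0% to 45.5% against 0.806% to 3.24% after thinning and in 59.1% to 81.3% against 1.61% to 6.88% before. The *Oprk1* gene (chromosome 1 from 5588466 to 5606131) stayed at the background in the clusters counted as layer 6, with 0% to 0.213% of thinned nuclei and 0% to 0.299% of astrocytes, and unthinned with 0% to 0.638% and 0% to 0.405%. It is among the 10 leading genes of the pyramidal cluster of 2879 nuclei that was left without a layer, so the rebuilt layer 6 leaves these nuclei out. Median depths were 1877 to 4317 UMIs in layer 5 and 1540 to 3933 UMIs in layer 6.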

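*Gad1* (chromosome 2 from 70553072 to 70602014) was found in 15.4% to 20.7% of inhibitory nuclei thinned to the common depth, over the libraries of *dataset 2*, against 0.629% to 0.761% of pyramidal nuclei. *Gad2* (chromosome 2 from 22622205 to 22693874) was found in 18.0% to 21.4% against 0.296% to 0.716%. In Sed GH, 146 inhibitory (455 kept) and 624 pyramidal nuclei (4292 kept) were too shallow to be thinned and were left out, and in the other groups none were. Before thinning, *Gad1* was found in 28.1% to 44.5% of inhibitory and 1.16% to 3.12% of pyramidal nuclei, and *Gad2* in 27.6% to 52.2% and 0.814% to 3.12%. The median inhibitory nucleus held 1361 to 3438 UMIs and the median pyramidal nucleus 1697 to 4272 UMIs, depending on the library.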

Due to the smaller number of interneurons (*Gad1* + *, Gad2* +), their subtype classification is more challenging. Nonetheless, we identified all four major subtypes of interneurons, PV (cluster 7, *Pvalb* +), somatostatin (SST, cluster 10, *Sst* +), vasoactive intestinal peptide (VIP, cluster 11, *Vip* +), and neuropeptide Y (NPY, cluster 15, *Npy* +)^38^ (Fig. 2D, Supplementary Figure S2, Supplementary Table S1, dataset 2). In addition to neuronal subtypes, we identified non-neuronal cells such as astrocytes (cluster 8, *Gja1*^+^). 

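Inhibitory nuclei of *dataset 2* were clustered again, and each marker was compared with its share in pyramidal nuclei at the common depth. *Pvalb* (chromosome 15 from 78191114 to 78206400) was found in 4.32% to 7.82% of PV nuclei against 0.163% to 0.418% of pyramidal nuclei, and unthinned in 6.91% to 19.6% against 0.285% to 1.42%. *Sst* (chromosome 16 from 23889573 to 23890958) was found in 6.67% to 12.4% of SST nuclei against 1.58% to 2.90%, and unthinned in 12.9% to 34.8% against 3.07% to 11.4%. *Vip* (chromosome 10 from 5639218 to 5647617) was found in 17.6% to 32.4% of VIP nuclei against 0.370% to 0.782%, and unthinned in 30.8% to 56.8% against 0.875% to 2.89%. *Npy* (chromosome 6 from 49822710 to 49829507) was found in 2.99% to 15.0% of NPY nuclei against 0.909% to 1.98%, and unthinned in 8.11% to 29.1% against 1.73% to 6.18%. Too shallow to be thinned were 55 PV, 36 SST, 21 VIP, and 28 NPY nuclei of Sed GH, where 162, 135, 18, and 46 were kept. The median depths were 1342 to 3324 UMIs in PV, 1365 to 3453 in SST, 988 to 2513 in VIP, and 1142 to 3407 in NPY nuclei. The PV group held 403, 217, 388, and 179 nuclei in Run GH, Sed GH, Run SI, and Sed SI. SST interneurons made up 3.51%, 2.94%, 3.31%, and 2.50% of the nuclei in that order, and NPY interneurons 1.28%, 1.27%, 1.11%, and 1.34%.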

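*Gja1* (chromosome 10 from 56377330 to 56402513) was found in 5.56% to 15.3% of thinned astrocytes of *dataset 2* and in 0.0699% to 0.328% of pyramidal nuclei, and unthinned in 12.9% to 31.2% and 0.142% to 1.31%. The thinned share of Sed GH rests on 36 astrocytes. A separate cluster carried markers of both astrocytes and pyramidal neurons and was kept apart from the astrocytes. It held 105, 48, 71, and 24 nuclei in Run GH, Sed GH, Run SI, and Sed SI, beside 335, 93, 247, and 124 astrocytes. The median nucleus of this mixed cluster held 2210 UMIs in Sed GH, against 965 in astrocytes, and 3874 against 1628 in Run GH. A doublet caller marked 100, 3, 59, and 19 nuclei of the mixed cluster in Run GH, Sed GH, Run SI, and Sed SI. Its threshold was set per library, at 0.163, 0.222, 0.188, and 0.195 in that order.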

Additional clusters corresponded to oligodendrocytes (cluster 13, *Mbp*^+^), oligodendrocyte precursors (cluster 14, *Pdgfra*^+^), and microglia (cluster 12, *Cx3cr1*^+^) (Fig. 2C). 

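*Mbp* (chromosome 18 from 82475146 to 82585637) was found in 65.7% to 87.9% of thinned oligodendrocytes against 5.05% to 7.10% of pyramidal nuclei, and unthinned in 90.9% to 96.8% against 11.8% to 25.2%. *Pdgfra* (chromosome 5 from 75152292 to 75198215) was found in 28.4% to 66.7% of thinned oligodendrocyte precursors against 0.0493% to 0.149%, and unthinned in 44.8% to 58.9% against 0.148% to 0.433%. *Cx3cr1* (chromosome 9 from 119901616 to 120069879) was found in 10.2% to 24.0% of thinned microglia against 0.313% to 0.489%, and unthinned in 31.2% to 56.3% against 0.895% to 2.19%. In Sed GH, 8 oligodendrocytes, 14 precursors, and 18 microglia were too shallow to be thinned, so the thinned shares of Sed GH rest on 26, 6, and 59 nuclei. The median depths were 1400 to 3245 UMIs in oligodendrocytes, 880 to 2063 in their precursors, and 1485 to 3714 in microglia.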

Given the small number of nuclei corresponding to oligodendrocytes and microglia, they were not analyzed further. 

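The rebuilt groups of *dataset 2* held 285 oligodendrocytes and 507 microglia over the 4 libraries.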

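In *dataset 1*, rebuilt clusters were named pyramidal, inhibitory, astrocyte, oligodendrocyte, oligodendrocyte precursor, and microglia, and PV, SST, VIP, and NPY groups were found among the inhibitory nuclei. No nucleus was too shallow to be thinned. At the common depth, *Cux2* was found in 52.4% to 65.7% of layer 2/3 nuclei against 6.50% to 8.24% of astrocytes, and in layer 6 *Foxp2* was found in 36.8% to 38.4% against 3.47% to 8.50% and *Syt6* in 13.5% to 15.5% against 0.868% to 3.50%. In the clusters counted as layer 5, *Etv1* was found in 2.06% to 6.44% of nuclei against 5% to 6.29% of astrocytes. *Tshz2* was found there in 1.03% to 3.06% against 6.07% to 7.50%. Both thus stayed near or below the astrocyte shares. In layer 2/3 nuclei the shares were lower than in astrocytes, at 1.57% to 2.18% for *Etv1* and 2.02% to 2.67% for *Tshz2*. The background may therefore be lower than the astrocyte shares. A pyramidal cluster of 343 nuclei led by *Tshz2* was left without a layer in *dataset 1*, while the cluster that *Tshz2* leads in *dataset 2*, of 1220 nuclei, was counted as layer 5, so layer 5 holds different cells in the 2 datasets. For *Oprk1* the shares in layer 6 and in astrocytes were 0.204% to 0.470% and 0% to 0.434%, and a cluster of 974 nuclei with *Oprk1* among its 10 leading genes was left without a layer. Against pyramidal nuclei, *Gad1* was found in 17.7% to 17.8% of inhibitory nuclei against 0.366% to 0.687%, and *Gad2* in 15.5% to 16.6% against 0.586% to 0.751%. *Pvalb* was found in 3.06% to 3.66% of PV nuclei against 0.0488% to 0.128%, *Sst* in 5.28% to 5.81% of SST nuclei against 0.635% to 0.879%, *Vip* in 7.78% to 8.02% of VIP nuclei against 0.0976% to 0.272%, and *Npy* in 4.65% to 8.54% of NPY nuclei against 0.635% to 0.831%. *Gja1* was found in 9% to 11.7% of astrocytes against 0.0732% to 0.208%, *Mbp* in 83.3% to 92.3% of oligodendrocytes against 8.25% to 8.45%, *Pdgfra* in 19.0% to 31.4% of oligodendrocyte precursors against 0.0976% to 0.336%, and *Cx3cr1* in 22.7% to 26.2% of microglia against 0.122% to 0.368%. Without thinning, *Pvalb* was found in 14.3% to 18.3% of PV and 0.293% to 0.352% of pyramidal nuclei, and *Cux2* in 95.3% to 97.8% of layer 2/3 nuclei and 27.8% to 33% of astrocytes. The unthinned shares of *Tshz2* were 13.7% to 14.0% and 16.9% to 18.5%, and those of *Etv1* 28.1% to 37.2% and 20% to 21.7%, in layer 5 and in astrocytes. The median depths were 6202 to 6774 UMIs in layer 2/3, 6303 to 6815 in all pyramidal nuclei, 4800 to 5580 in PV interneurons, and 3408 to 4478 in astrocytes.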

Of note, the same cell types and cell type specific clusters were also identified in the UMAPs generated by *dataset 1* (Supplementary Figure S1A and Supplementary Table S1, dataset 1).

Overall, we show that individual neuronal and non-neuronal cell types can be identified by snRNA-Seq from the relatively small region of the PL of the mPFC. Some of these cell types, specifically pyramidal neurons and PV and VIP interneurons, have been implicated in forming a disinhibitory mPFC microcircuit to regulate social competition in the tube test^13^ (Fig. 2E).

### The preweaning run maternal environment induces gene expression changes in a wide range of cell types in the PL

Next, we used the two-group (Run^GH^ and Sed^GH^ with prior behavioral testing, cohort 1) and four-group (Run^GH^, Sed^GH^, Run^SI^, and Sed^SI^, no prior testing, cohort 2-naive) snRNA-Seq datasets (*datasets 1* and *2*, respectively) for differential expression analysis with Seurat^37^ to determine whether dominance behavior is associated with gene expression changes in one or more cell types in the PL.

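For the genes that the paper lists per layer in Supplementary Table S2, the log2 ratio of Run GH over Sed GH was computed in the rebuilt layer, and its sign was compared with the listed one. In layer 2/3, 35 of the paper's 35 genes had the listed direction (100%, exact interval 90.0% to 100%). In layer 5 this held for 30 of 30 genes (88.4% to 100%) and in layer 6 for 56 of 56 (93.6% to 100%). The paper selected these genes on the same libraries, so the tallies are not independent evidence. The layer 2/3 and layer 5 lists share 17 genes, which are 48.6% of the layer 2/3 and 56.7% of the layer 5 genes. The layer 2/3 and layer 6 lists also share 17, or 48.6% and 30.4% of their genes, and the layer 5 and layer 6 lists share 18, or 60% and 32.1%. Of 83 genes over the 3 lists, 14 are in all of them.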

Analysis of the two-group (Run^GH^ and Sed^GH^) dataset (*dataset 1*) showed 35, 30, and 56 differentially expressed genes (DEGs, ≥ 1.3-fold change, adjusted *p* value ≤ 0.05) between the two groups in layer 2/3, 5, and 6 pyramidal neurons, respectively, exhibiting around 50% gene overlap (Supplementary Figure S3A, Supplementary Table S2). This suggested a shared transcriptional response of pyramidal neurons to the preweaning Run maternal environment. 

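The median log2 ratio of the genes listed as raised for the combined pyramidal neurons was 0.44 in layer 2/3, 0.51 in layer 5, and 0.38 in layer 6. For the genes listed as lowered it was -0.54, -0.53, and -0.48, respectively. Outside pyramidal neurons, the raised genes had medians of 0.30 in PV interneurons, 0.42 in SST interneurons, and 0.44 in astrocytes, and the lowered genes had -0.58, -0.49, and -0.38.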

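Over all rebuilt pyramidal nuclei, 60 of the 60 genes listed for the combined neurons had the listed direction (exact interval 94.0% to 100%), and this tally was the same under all alternatives run. The 25 genes listed as raised had a median log2 ratio of 0.56, and 10000 random lists of genes of like expression gave -0.13 to 0.10 in 95% of draws. The 35 listed as lowered had -0.72, and their random lists gave -0.12 to 0.080. The sums behind these ratios were 43577571 UMIs in Run GH and 30630688 in Sed GH. Because the paper selected the listed genes on the same libraries, neither the tally nor the medians are independent evidence. Among genes with at least 100 UMIs over the 2 libraries, the largest rise was in *mt-Nd4l* (mitochondrial genome), with a log2 ratio of 2.18 (1.67 to 2.72, 238 against 37 UMIs), and the largest fall in *Ighm* (chromosome 12 from 113418558 to 113422730), with -2.30 (-2.80 to -1.83, 47 against 163 UMIs). Thinning of the nuclei moved *Ighm* to -3.16, and subtracting the free RNA profile of low barcodes moved it most, to -7.54. Little of its 47 Run GH UMIs was left by the subtraction, so the size of that ratio is not a measured fold change. Mitochondrial genes also made up a larger share of the background droplets in Run GH, 0.196% against 0.0761% in Sed GH.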

Because of the overlap between layer specific DEGs and their modest numbers, we combined all pyramidal neurons that yielded a set of 60 PL pyramidal neuron DEGs (25 up- and 35 downregulated (Supplementary Figure S3B). This set of DEGs showed enrichment in biological processes related to synapse and neurite development and function (Ingenuity Pathway analysis (IPA), Benjamini-Hochberg (B-H) corrected p-values from 3E-6 to 3E-4) (Supplementary Figure S3C). Of note, a layer-specific analysis produced similar results with higher, but still significant (< 0.05) B-H *p*-values.

In PV interneurons, a similar number of Run^GH^ versus Sed^GH^ DEGs were found, but they were mostly downregulated (20 up- and 42 downregulated, Supplementary Table S2 and Supplementary Fig. 4A) and were enriched at a higher level in IPA biological processes (up to 2E-7) (Supplementary Fig. 4B). 

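In the rebuilt PV interneurons, 62 of the paper's 62 listed genes had the listed direction (exact interval 94.2% to 100%), and 96.8% did after thinning, the lowest share under the alternatives run. The comparison rests on 294 Run GH and 164 Sed GH nuclei with 1649792 and 992195 UMIs. The genes listed as raised had a median log2 ratio of 0.53 (random lists -0.11 to 0.14) and those listed as lowered -0.57 (random lists -0.10 to 0.092). Since the list was selected on the same libraries, the tally and the medians are not independent evidence. In pyramidal neurons the same genes had medians of 0.25 and -0.45. The gene with the largest rise was *mt-Co1*, at 2.13 (1.40 to 2.96, 124 against 17 UMIs), and the one with the largest fall was *Spon1* (chromosome 7 from 113765998 to 114043370), at -1.71 (-2.22 to -1.20, 51 against 100 UMIs). *Spon1* stood at -1.01 when all barcodes within the limits were kept and moved most, to -9.68, when the free RNA profile of low barcodes was subtracted. Little of its 51 Run GH UMIs was left by the subtraction, so the size of that ratio is not a measured fold change. *Spon1* is also the first leading gene of an SST cluster of *dataset 1*, and a part by the make-up of the PV group was not tested.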

The identified biological processes suggested the involvement of Run^GH^ vs. Sed^GH^ DEGs in the neuronal, neurite, and synapse development of PV interneurons and many of them were associated with a negative z score. These data are consistent with impaired PV function reported in high-ranking dominant male mice^30^. 

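In the rebuilt SST interneurons of *dataset 1*, the largest rise in Run GH over Sed GH was in *Gm20642*, with a log2 ratio of 2.27 (1.53 to 3.09, 125 against 17 UMIs), and the largest fall was in *Cpne7*, with -1.94 (-2.61 to -1.30, 29 against 73 UMIs). In VIP interneurons, *mt-Co3* rose most (1.68 (0.91 to 2.55)) and *Taco1* fell most (-1.73 (-2.18 to -1.29)). In astrocytes, *mt-Co2* rose most (1.97 (1.23 to 2.79)) and *Thsd7b* fell most (-1.33 (-1.84 to -0.82)). These groups held 246 and 155 SST, 187 and 90 VIP, and 461 and 200 astrocyte nuclei in Run GH and Sed GH.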

SST and VIP interneurons and astrocytes had too few DEGs (26, 34, and 25, respectively) for a functional analysis and were not analyzed further. These data indicate that the preweaning maternal environment resulted in significant transcriptional changes in pyramidal neurons and PV interneurons.

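The paper tested single nuclei as its units, whereas the values given here are sums over 1 pooled library per group, for which *dataset 1* allows no test between animals. From the DEGs found in these cell types in Run GH over Sed GH, the paper concludes that the maternal environment changed transcription in pyramidal neurons and PV interneurons.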

Next, we used the four-group snRNA-Seq dataset (*dataset 2*, Run^GH^, Sed^GH^, Run^SI^, and Sed^SI^, no prior behavioral testing, cohort 2-naive) that allowed us to study the transcriptomic effects of both the preweaning maternal and postweaning social isolation in the different mPFC cell types (see UMAP distribution of cell types of this group of mice in Fig. 2C and Supplementary Figure S1B). 

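For the layer lists of Supplementary Table S3, the tally was made in *dataset 2*, and 94 of the paper's 94 layer 2/3 genes (exact interval 96.2% to 100%), 76 of 76 layer 5 genes (95.3% to 100%), and 72 of 72 layer 6 genes (95.0% to 100%) had the listed direction in Run GH over Sed GH. The layer 2/3 and layer 5 lists share 55 genes, which are 58.5% of the former and 72.4% of the latter. Layers 2/3 and 6 share 48 (51.1% and 66.7%), and layers 5 and 6 share 45 (59.2% and 62.5%). All 3 lists hold 41 of the 135 genes (30.4%). They too were selected on the libraries tallied here, so the tallies are not independent evidence.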

First, we verified that, like with the previous groups of Run^GH^ and Sed^GH^ mice (Supplementary Figure S3A), the maternal preweaning environment resulted in Run^GH^ vs. Sed^GH^ DEGs in the three layers of pyramidal neurons (Fig. 3A top, Supplementary Table S3) and that they had a substantial (> 50%) overlap (Fig. 3B). Then, we found that the combined set of 87 pyramidal neuron DEGs (Fig. 3C) were again enriched in biological processes related to synapse and neurite development and function (B-H p < 0.05), such as endocytosis (of synaptic vesicles), formation of plasma membrane (e.g., neurites), and assembly of cell junctions (e.g., synapse) (Fig. 3D). 

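Over all rebuilt pyramidal nuclei of *dataset 2*, 87 of the 87 listed genes had the listed direction (exact interval 95.8% to 100%), and 86.1% did after the free RNA profile of low barcodes was subtracted, which moved the tally most. The 42 genes listed as raised had a median log2 ratio of 0.79 (random lists -0.013 to 0.13). The 45 listed as lowered had -1.23 (random lists 0.00 to 0.15). As the paper selected both sets on the same libraries, the tally and these medians are not independent evidence. The genes moved alike in other cell types, with medians of 0.82 and -1.14 in PV interneurons, 0.77 and -1.03 in SST interneurons, and 0.56 and -0.54 in astrocytes. Of the lowered genes with an annotated position, 95.5% overlap another gene, against 61.0% of all genes compared. Against genes of the same length, the medians in pyramidal neurons were 0.44 for raised and -1.32 for lowered genes. Among genes with enough UMIs, *A430027H14Rik* rose most (2.10 (1.07 to 3.35, 111 against 8 UMIs)) and *8030451O07Rik* fell most (-3.36 (-3.96 to -2.80, 34 against 108 UMIs)).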

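Of the 60 pyramidal genes listed for *dataset 1* and the 87 listed for *dataset 2*, 8 are in both lists, 3 with the same and 5 with the opposite direction. In rebuilt pyramidal neurons, *Gm20642* (mm10, chromosome 14 from 39220071 to 39250430) had a log2 ratio of 1.53 (1.42 to 1.64) in *dataset 1* and -1.15 (-1.21 to -1.08) in *dataset 2*. *Hs3st4* (chromosome 7 from 123982869 to 124398989) had -1.04 (-1.07 to -1.01) and 0.42 (0.37 to 0.46). The genes listed as raised in *dataset 2* had a median of -0.055 in *dataset 1*, and the genes listed as lowered had 0.57. Conversely, the raised genes of *dataset 1* had a median of -0.036 in *dataset 2*, and its lowered genes had -0.0093. The 2 datasets also differ in library batch and depth, and the values do not separate these from prior testing.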

Of note, although pyramidal DEGs in *dataset 1* and *2* were enriched in the same overall biological categories (e.g., synapse and neurite/neuron development), the more specific functional subcategories were somewhat different probably due, at least partly, to the difference in the animal’s prior exposure to behavioral testing.

**Figure 3:**
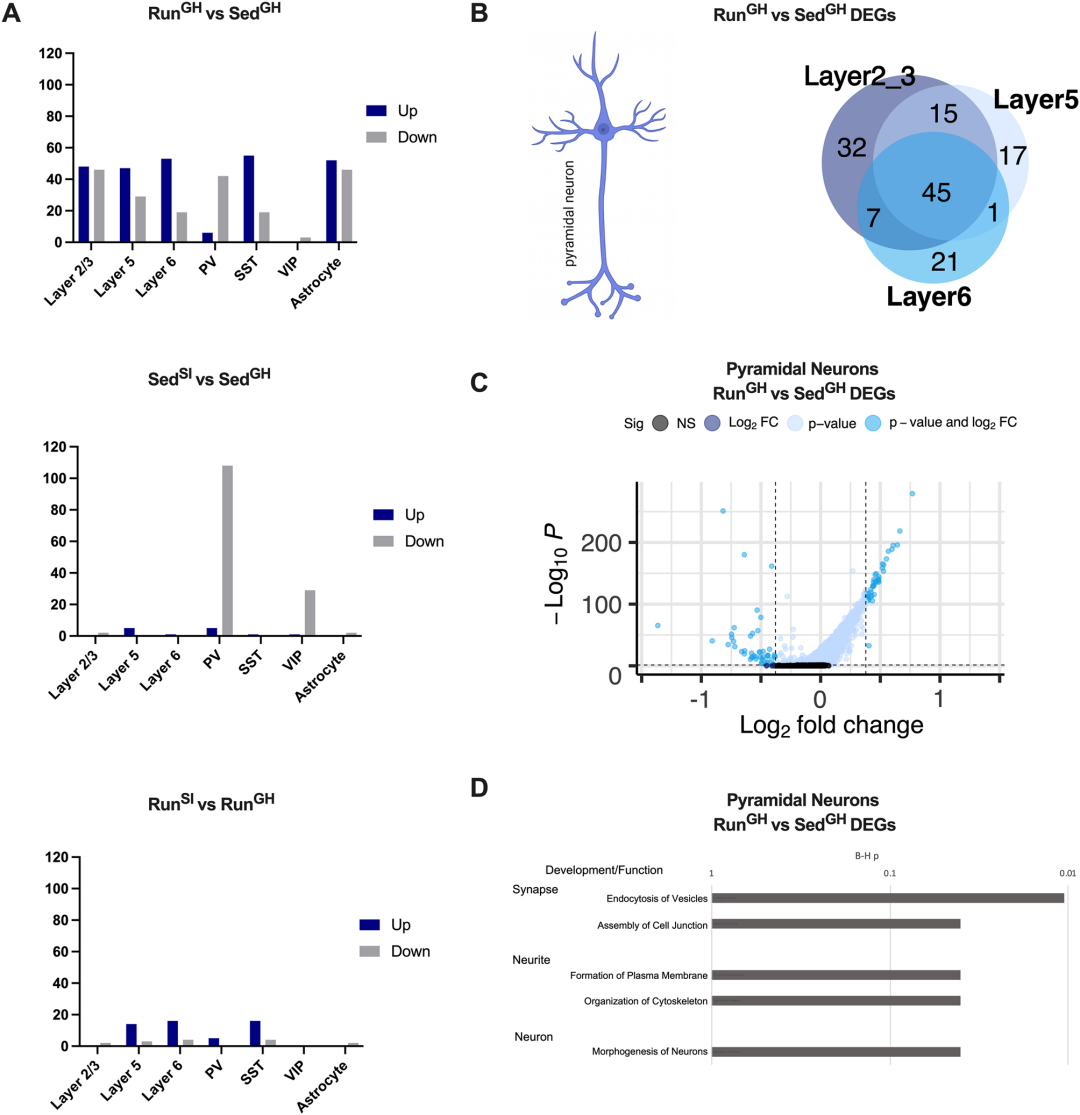
Differential gene expression in various PL cells as a function of the preweaning maternal environment and postweaning social isolation. Data are from the four-group snRNA-Seq experiment (cohort 2-naïve, *dataset 2*). (**A**) The preweaning maternal environment results in differential expression in multiple PL cell types (Run^GH^ vs. Sed^GH^, top), while postweaning social isolation affects gene expression predominantly in PV interneurons (Sed^SI^ vs. Sed^GH^, middle). Social isolation of Run males results in minimal gene expression changes across PL cell types (Run^SI^ vs. Run^GH^, bottom). (**B**) Pyramidal neuron specific Run^GH^ vs. Sed^GH^ DEGs in the three layers of PL highly overlap. (**C**) Volcano plot representation of gene expression differences caused by the maternal Run environment in pyramidal neurons in the PL. (**D**) IPA biological processes enriched in Run^GH^ vs. Sed^GH^ pyramidal neuron DEGs.

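In the rebuilt PV interneurons of *dataset 2*, 30 of the 48 genes of the paper's list with at least 10 UMIs had the listed direction (62.5%, exact interval 47.4% to 76.0%), and 1 gene had too few UMIs. After the free RNA profile of low barcodes was subtracted, 82.5% did. The genes listed as raised had a median log2 ratio of 0.76 (random lists -0.30 to 0.40), and those listed as lowered -0.046 (random lists -0.098 to 0.091). On the scale of Seurat's average log2 fold change the medians were 0.37 and -0.029; the medians of the paper's printed values are 0.85 and -0.9998. The shares of nuclei with the gene that the PV sheet prints for Run GH lay 38.1 percentage points (root mean square) from those of the rebuilt PV interneurons and 7.20 from those of astrocytes. For Sed GH the distances were 24.5 and 36.8, and 17.6 from astrocytes together with the mixed cluster, a grouping made after the values were seen. The rebuilt class nearest to the Sed GH shares was microglia, at 15.4. In astrocytes alone, 18 of 45 genes had the listed direction (40%, 25.7% to 55.7%), and the genes listed as lowered had a median log2 ratio of 0.45. In astrocytes with the mixed cluster, 48 of the 49 genes had the listed direction (98.0%, exact interval 89.1% to 99.9%). The largest rise in PV interneurons was in *Csf2ra* (1.97 (0.87 to 3.32, 102 against 7 UMIs)) and the largest fall in *A330015K06Rik* (-1.79 (-2.19 to -1.40, 114 against 106 UMIs); chromosome 3 from 65133060 to 65302685).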

Analysis of the PV interneuron expression data (*dataset 2*) revealed 49 Run^GH^ versus Sed^GH^ DEGs that were dominated by downregulated (43 of 49) genes (Fig. 3A top, Fig. 4A, Supplementary Table 3), even more so than in *dataset 1* (Supplementary Fig. 4A), suggesting their coregulation (i.e., downregulation) in Run^GH^ PL. Further, PV interneuron DEGs, relative to pyramidal neuron DEGs, were again enriched at a higher level in biological processes (B-H *p* value up to 1E-19, Fig. 4B), indicating that most DEGs and/or their encoded proteins are part of a highly interconnected gene network. The identified biological processes, like in *dataset 1* (Supplementary Fig. 4B), were related to synapse, neurite, and neuron development and many of them were associated with a significant negative z score (z < − 2) suggesting that PV interneurons in Run^GH^ PL may functionally be impaired (Fig. 4B). 

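The pyramidal and PV lists of *dataset 2* share 8 genes, which are 9.20% of the pyramidal and 16.3% of the PV genes. In the rebuilt cell types, the genes listed as lowered for PV interneurons had a median log2 ratio of -0.098 in pyramidal neurons, with 31 of 43 below 0. The genes listed as raised or lowered for pyramidal neurons also moved in PV interneurons, where 42 of 42 raised genes were above 0 and 41 of 42 lowered genes were below 0. The difference between the cell types was not tested.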

We note that although the pyramidal neuron and PV interneuron specific sets of Run^GH^ versus Sed^GH^ DEGs were both enriched in synapse and neurite related biological processes, the genes themselves were largely different (Supplementary Fig. 4C) indicating that the transcriptional response of pyramidal neurons and PV interneurons to the preweaning maternal environment is different. 

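In the rebuilt SST interneurons, 71 of the paper's 74 listed genes had the listed direction (95.9%, exact interval 88.6% to 99.2%), with median log2 ratios of 0.73 for genes listed as raised and -0.97 for genes listed as lowered. In astrocytes, 72 of the 82 genes with enough UMIs did (87.8%, 78.7% to 94.0%), with medians of 0.56 and -0.43, and 16 genes had too few UMIs. With a lower limit of 1000 genes per nucleus, 59.5% of the astrocyte genes had the listed direction. In Supplementary Table S3, all 72 genes of the layer 6 sheet are in the SST sheet with the same printed fold change, and all 94 genes of the layer 2/3 sheet are in the astrocyte sheet with the same printed fold change. The printed shares of nuclei in the SST sheet lay 2.27 percentage points from rebuilt layer 6 neurons and 11.4 from SST interneurons for Run GH, and those of the astrocyte sheet lay 0.320 from layer 2/3 neurons and 26.5 from astrocytes. The largest rise was in *Ssbp4* (1.95 (1.11 to 2.93, 186 against 12 UMIs)) for SST interneurons and in *Cdh13* (2.07 (0.67 to 3.97, 111 against 4 UMIs)) for astrocytes, and the largest fall was in *Fgf1* (-1.78 (-2.33 to -1.22)) and *Nxph1* (-1.66 (-2.27 to -1.03)), respectively.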

Finally, the 74 SST interneuron-specific DEGs (Fig. 3A, top) were moderately enriched in the process of endocytosis of synaptic vesicles (B-H *p* < 0.005) and the 98 astrocyte-specific DEGs (Fig. 3A, top) in the similar process of synaptic vesicle transport (B-H *p* < 0.05).

**Figure 4:**
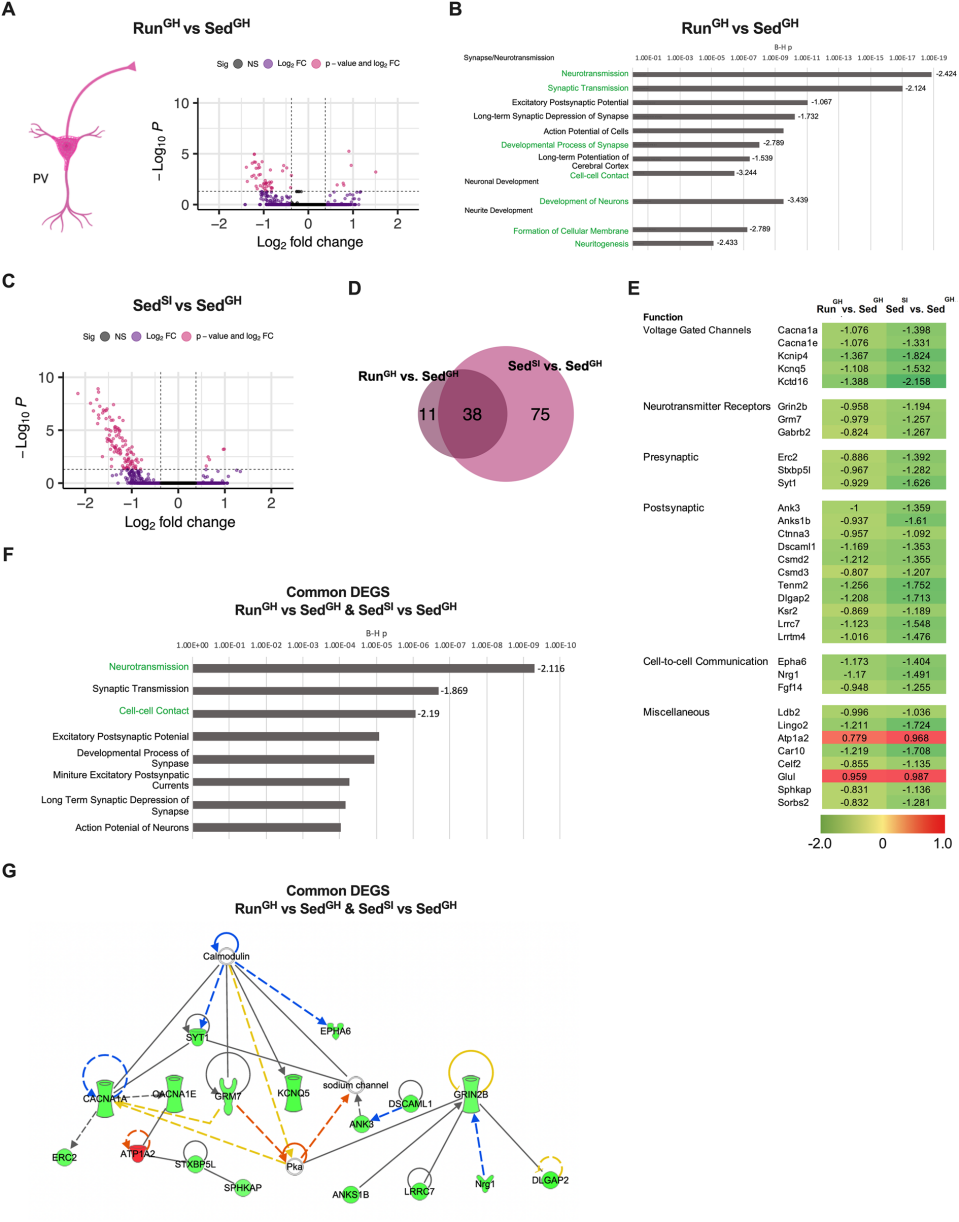
Dominance in both group-housed Run and socially isolated Sed mice is associated with the downregulation of genes encoding channels, receptors, pre/postsynaptic proteins, and adhesion molecules in PV interneurons. Data are from the four-group snRNA-Seq experiment (cohort 2-naïve, *dataset 2*). (**A**) Volcano plot representation of gene expression differences caused by the maternal Run environment in PV interneurons in the PL. (**B**) IPA biological processes enriched in Run^GH^ vs. Sed^GH^ PV interneuron DEGs. Biological processes with a significant z score (< -2) are highlighted in green. (**C**). Volcano plot representation of gene expression differences caused by social isolation in PV interneurons in the PL. (**D**). Most Run^GH^ vs. Sed^GH^ DEGs are also Sed^SI^ vs. Sed^GH^ DEGs. (**E, F**). Overlapping genes in “D” exhibit the same directionality of change and form an interactive gene network, consisting of neuronal channel, receptor, pre/postsynaptic protein and adhesion genes that together regulates synaptic communication. Green to red scale in E indicates the extent of down- and upregulation in Run^GH^ and Sed^SI^, relative to Sed^GH^. (**G**) Many of the common genes between Run^GH^ vs Sed^GH^ and Sed^SI^ vs Sed^GH^, displayed in “E”, can be networked based on known gene–gene and protein–protein interactions (IPA). The network consists of genes encoding synaptic channels, receptors, pre/postsynaptic proteins, and adhesion molecules and they together define synaptic transmission, and cell-to-cell communication in general. Since most genes are downregulated (green), the overall effect is predicted to lead to impaired network function, e.g., synaptic transmission.

Overall, analysis of both snRNA-Seq datasets indicate that the Run maternal environment primarily affects gene expression in pyramidal neurons and PV interneurons in the PL.

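Across the 6 libraries, the effect of the maternal environment was tested with edgeR's quasi-likelihood test on counts summed per library and cell type, with Benjamini-Hochberg adjustment at 0.05 and 2 residual degrees of freedom. In pyramidal neurons, 0 of 17932 genes passed the threshold (smallest adjusted p = 0.581), 1314 had an unadjusted p under 0.05, and DESeq2 called 31. In PV interneurons, 7 of 10383 genes passed, all higher in Run, and 6 of them are encoded by the mitochondrial genome. *mt-Co3* had a log2 fold change of 1.48 (adjusted p = 0.000104) and *mt-Co2* of 1.17 (adjusted p = 0.00317). Both were higher in each of the 3 Run libraries than in its Sed partner. The limit of 1% mitochondrial UMIs had removed more barcodes from the Run than from the Sed library of each pair. In SST interneurons 5 of 10041 genes passed, all mitochondrial and higher in Run, with *mt-Co3* at 1.39 (adjusted p = 0.000138). In astrocytes 9 of 9152 passed, 8 higher in Run, and *Gm26917*, at -1.05 (adjusted p = 0.0011), was lower. Subtracting the free RNA of the background droplets took away all 12656 mitochondrial UMIs in PV interneurons, so the fit after it did not test those genes, and the counts of other genes were 0 in PV interneurons and 1 in astrocytes. The count in pyramidal neurons depended on single libraries and was 2331 without Run GH and 2541 without Sed GH of *dataset 1*, fits in which *dataset 2* alone sets the effect. On simulated libraries with log2 changes of 1 or 2 in size, the test called 83.6% of changed genes in pyramidal neurons and 73.5% in PV interneurons. Among the larger changes alone it called 96.7% and 93.5%, so smaller changes were called less often than the first shares say. The simulated change was the same in both datasets, so a change that differs between them is not covered. The paper tested nuclei within each dataset, and these fits test libraries across both.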

### Dominance in both group-housed run and socially isolated sed mice is associated with the downregulation of genes encoding synaptic channels, receptors, and adhesion molecules in PV interneurons

A similar snRNA-seq gene expression analysis was performed with PL cells from cohort 2-naïve Sed mice that underwent social isolation (Sed^SI^; *dataset 2*), a postweaning experience that also resulted in dominance in the tube test over the Sed^GH^ mice. Social isolation induced a limited transcriptional response in layer 2/3, 5, and 6 pyramidal neurons (Fig. 3A, middle panel). However, social isolation resulted in substantial differential expression in PV interneurons (e.g., Sed^SI^ vs. Sed^GH^ DEGs) dominated by downregulation (Fig. 3A middle, Fig. 4C, Supplementary Table S4), similar to the PV interneuron-specific changes caused by the preweaning Run maternal environment (Run^GH^ vs. Sed^GH^) (Fig. 4A). 

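In rebuilt pyramidal neurons of Sed SI over Sed GH, the largest rise was in *Snapin*, with a log2 ratio of 1.30 (0.67 to 1.97, 116 against 26 UMIs), and the largest fall in *Gm32036*, with -1.73 (-2.25 to -1.23, 52 against 95 UMIs). The genes listed for the maternal environment in pyramidal neurons had medians of 0.13 and -0.26 in this comparison. Across all libraries, the test for housing with edgeR called 0 genes in pyramidal neurons, where 169 had an unadjusted p under 0.05, and DESeq2 called 0. Without Sed GH of *dataset 1* the count was 26, and without Run GH of *dataset 1* it was 8. In these fits *dataset 2* sets the effect of housing. An edgeR fit to *dataset 2* alone called 0 genes (smallest adjusted p = 0.0847), so these counts depend on how the fit was made.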

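In the rebuilt PV interneurons, 66 of the 112 listed genes with enough UMIs had the listed direction in Sed SI over Sed GH (58.9%, exact interval 49.2% to 68.1%). The 108 genes listed as lowered had a median log2 ratio of -0.040, and random lists gave -0.070 to 0.031. Subtracting the free RNA profile of low barcodes raised the tally to 70%. In astrocytes alone, 68 of 106 genes had it (64.2%, 54.3% to 73.2%). In astrocytes with the mixed cluster, 111 of 113 genes had the listed direction (98.2%, 93.8% to 99.8%). The printed shares of nuclei for Sed SI lay 52.1 percentage points from rebuilt PV interneurons, 6.71 from astrocytes, and 5.15 from astrocytes with the mixed cluster. *Hnrnpdl* rose most in PV interneurons (1.14 (0.49 to 1.85, 103 against 24 UMIs)) and *4930570B17Rik* fell most (-0.78 (-1.33 to -0.23, 62 against 55 UMIs)). The edgeR test for housing called 0 of the genes tested in PV interneurons, 171 at an unadjusted p under 0.05, and DESeq2 called 0.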

Further, PV interneuron-specific Sed^SI^ vs. Sed^GH^ and Run^GH^ vs. Sed^GH^ DEGs overlapped to a significant extent (Fig. 4D), specifying a common set of 38 (33 IPA annotated) genes (Fig. 4E). 

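The PV lists for Run GH and Sed SI share 38 genes, 35 listed as lowered and 3 as raised in both. In rebuilt PV interneurons, 18 of the 35 genes were lower in Run GH than in Sed GH, with a median log2 ratio of -0.019 (random lists -0.10 to 0.088), and 20 were lower in Sed SI, with a median of -0.11 (random lists -0.12 to 0.060). With the free RNA profile of low barcodes subtracted, 25 of 32 were lower in Run GH and 26 of 32 in Sed SI, over the genes with enough UMIs left, and after thinning 15 of 35 and 19 of 35. In astrocytes alone, 8 of 34 were lower in Run GH and 21 of 31 in Sed SI, with medians of 0.48 and -0.20. In astrocytes with the mixed cluster, 34 of 35 were lower in Run GH and 35 of 35 in Sed SI, with medians of -0.32 and -0.60. Across 6404 genes of PV interneurons with at least 50 UMIs, Pearson's r between the Run GH and the Sed SI log2 ratios was 0.666. Because both ratios share the Sed GH library, 3 unchanged libraries of the same depths were simulated 1000 times, which gave a median r of 0.740 (0.724 to 0.755), and 1000 of the sets were as high as the observed r. The alternative that moved r most gave each ratio its own part of the Sed GH nuclei, drawn at random 100 times from the same library, and the median r was then 0.0810. Each part holds fewer Sed GH counts, which also lowers r, so a shared change is not excluded by this. Genes are not independent replicates in these correlations.

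**Figure D3:**
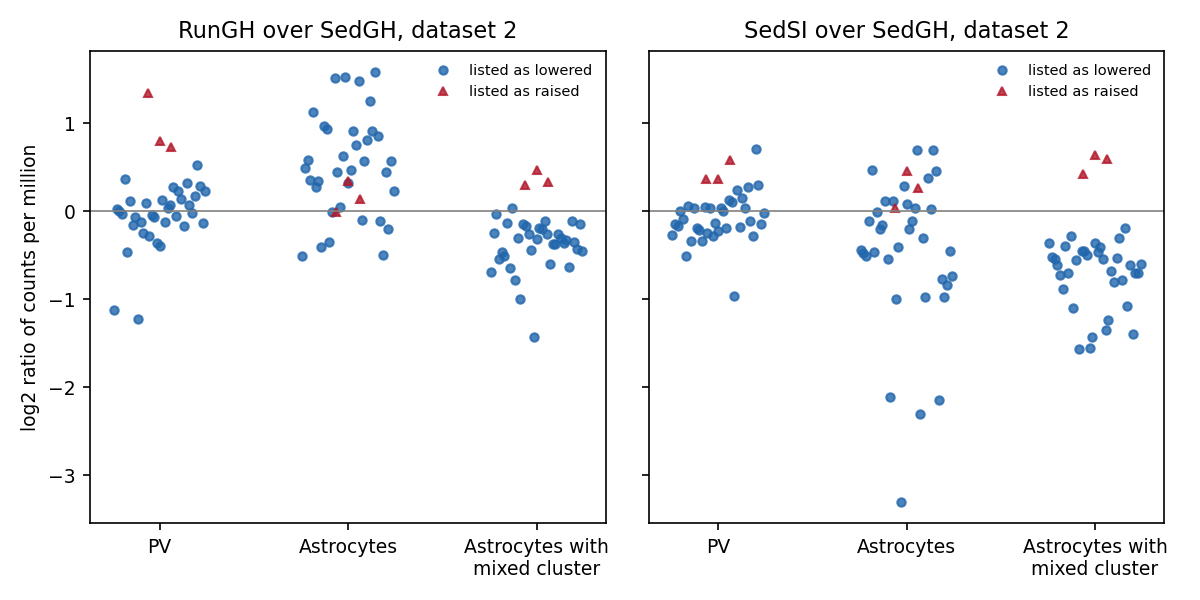
Log2 ratio of CPM (y axis) of the 38 shared genes in rebuilt PV interneurons, astrocytes, and astrocytes with the mixed cluster (x axis), for Run GH over Sed GH on the left and Sed SI over Sed GH on the right, *dataset 2*. Each point is 1 gene, circles are genes listed as lowered and triangles genes listed as raised; in PV interneurons the circles lie on both sides of 0.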

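Among the shared genes, the calcium channel gene *Cacna1a* (ENSMUSG00000034656, chromosome 8 from 84388440 to 84640246) had 929 (876 to 985) CPM in rebuilt PV interneurons of Run GH, 948 (845 to 1060) in Sed GH, and 951 (876 to 1030) in Sed SI, and the log2 ratios over Sed GH were -0.029 (-0.21 to 0.16) and 0.00 (-0.20 to 0.21). *Cacna1e* (chromosome 1 from 154390731 to 154884501) had 0.36 (-0.28 to 1.06) in Run GH and -0.083 (-0.83 to 0.70) in Sed SI. For the potassium channel gene *Kcnq5* (chromosome 1 from 21398403 to 21961942), the ratios were 0.034 (-0.18 to 0.25) and -0.19 (-0.43 to 0.050). *Kcnip4* (chromosome 5 from 48389502 to 49524907), which encodes a potassium channel interacting protein, had -0.12 (-0.19 to -0.046) and 0.00 (-0.075 to 0.078), and its Run GH ratio was 0.25 with a lower limit of 1000 genes per nucleus. The NMDA receptor subunit gene *Grin2b* (chromosome 6 from 135713233 to 136173511) was lower in both groups, at -0.40 (-0.53 to -0.26) and -0.22 (-0.37 to -0.074). *Grm7* (chromosome 6 from 110645581 to 111567230), an mGluR gene, had 0.13 (-0.15 to 0.42) and 0.037 (-0.28 to 0.36), and the GABAA subunit gene *Gabrb2* (chromosome 11 from 42419757 to 42629028) had -0.065 (-0.31 to 0.19) and -0.28 (-0.56 to 0.0083). Among genes listed as raised, the ratios were, for *Glul*, 0.80 (-0.73 to 2.78) and 0.36 (-1.43 to 2.49), and for *Qk*, 0.73 (0.36 to 1.11) and 0.58 (0.18 to 0.99). Except for *Grin2b* and *Qk* in both groups and *Kcnip4* in Run GH, these intervals include 0. With the free RNA profile of low barcodes subtracted, the Run GH ratios were -1.39 for *Grm7*, -0.40 for *Kcnq5*, -0.31 for *Kcnip4*, 0.00 for *Cacna1a*, -0.032 for *Gabrb2*, and -0.45 for *Grin2b*. *Glul* rests on 4 UMIs in Sed GH, and a change was not detectable at this depth. For *Cacna1e*, with 24 UMIs in Sed GH, both intervals lie above a 2-fold fall, and a smaller change was not detectable. Of the 35 shared genes listed as lowered, the interval lay below 0 for 9 in Run GH and 9 in Sed SI, and for 6 in both, which, named after their values were seen, are *AC149090.1*, *Car10*, *Dlgap2*, *Erc2*, *Grin2b*, and *Syt1*, with ratios of -1.12 to -0.12 in Run GH and -0.50 to -0.15 in Sed SI. After thinning, the Run GH ratio of *Car10* was 0.081, and with that subtraction -2.83. The interval lay above 0 for 3 genes in Run GH (*March1*, *Stxbp5l*, and *Tenm2*) and 2 in Sed SI (*Lrrtm4* and *Nrg1*), and with the subtraction the ratio of *Nrg1* was -4.81 in Run GH and 0.030 in Sed SI.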

All but two of these genes were downregulated by both the preweaning Run maternal and postweaning social environments and encoded voltage gated channels (Ca^++^ and K^+^), neurotransmitter receptors (NMDAR, mGluR, GABAA subunits), and presynaptic and postsynaptic proteins (Fig. 4E). Since these proteins form a neuron-to-neuron communication network (Fig. 4F, G), the downregulation of their encoding genes by the preweaning Run maternal and postweaning social environments suggests impaired inhibition of pyramidal neurons by PV interneurons in the behaviorally dominant offspring (i.e., the Sed^SI^ and Run^GH^ mice as compared to the Sed^GH^ mice). Finally, though social isolation increased dominance in Sed mice (Sed^SI^ vs. Sed^GH^), social isolation of Run mice caused a loss of dominance (Run^SI^ vs. Run^GH^) and no substantial gene expression changes in PV interneurons or in other cell types in the PL (Run^SI^ vs. Run^GH^ DEGs; Fig. 3A bottom, Supplementary Table 5). This indicates that loss of dominance in Run mice may be unrelated to gene expression changes in the PL.

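In rebuilt PV interneurons of Run SI over Run GH, 2 of the 5 genes of the paper's list had the listed direction (40%, exact interval 5.27% to 85.3%), and 60% did after thinning. The shares of nuclei printed in this sheet for Run SI lay 4.25 percentage points from rebuilt astrocytes and 15.4 from PV interneurons. For Run GH the distances were 2.26 and 4.25. The tally therefore does not settle whether the listed genes changed in PV interneurons. In the rebuilt PV interneurons, the largest rise was in *Adarb2* (3.20 (2.35 to 4.19, 129 against 12 UMIs)) and the largest fall in *Vgf* (-1.17 (-1.74 to -0.61, 42 against 81 UMIs)). *Adarb2* fell in SST interneurons (-3.53 (-4.63 to -2.59)) and in astrocytes (-1.89 (-2.60 to -1.23)). It is the first leading gene of an inhibitory cluster of *dataset 2* that also has *Vip* among its leading genes. Nuclei of another subtype within the rebuilt groups can therefore not be told apart from a change in PV or SST nuclei. In pyramidal neurons, *Adamts9* rose most (1.77 (1.19 to 2.38, 112 against 32 UMIs)) and *Colq* fell most (-1.39 (-1.96 to -0.85, 40 against 102 UMIs)). The genes listed for Run GH over Sed GH in pyramidal neurons had medians of -0.22 for raised and 0.30 for lowered genes in Run SI over Run GH. All 17 layer 5 genes and all 20 layer 6 genes of the paper's lists for this comparison had the listed direction (exact intervals 80.5% to 100% and 83.2% to 100%). These lists were also selected on the libraries tallied. The layer 6 and SST sheets of this comparison hold the same 20 genes with the same printed fold changes. Across all genes, r between Run SI and Run GH was 0.998, and r between Sed SI and Sed GH was 0.998.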

Taken together, gene expression profiling of different PL neurons indicates that tube test dominance, whether caused by the preweaning Run maternal environment or postweaning social isolation, is associated with the downregulation of a core set of genes in PV interneurons (Fig. 5). These genes form a highly interconnected network consisting of neuronal channel, receptor, pre/postsynaptic protein, and adhesion genes that together may regulate synaptic communication. 

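From the lowering of the shared genes in PV interneurons of both dominant groups relative to Sed GH, the paper concludes that dominance in the tube test goes with downregulation of a core set of genes in PV interneurons. Both ratios in the rebuilt PV interneurons rest on the Sed GH nuclei of a single library, and with 1 library per group in *dataset 2* the spread between animals is unknown.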

Coordinated downregulation of these genes predicts reduced inhibition of PV interneurons on their target pyramidal neurons in the PL. This interpretation is consistent with the role of PV interneurons in disinhibiting mPFC pyramidal neurons in dominant individuals during tube test competition^30^.

**Figure 5:**
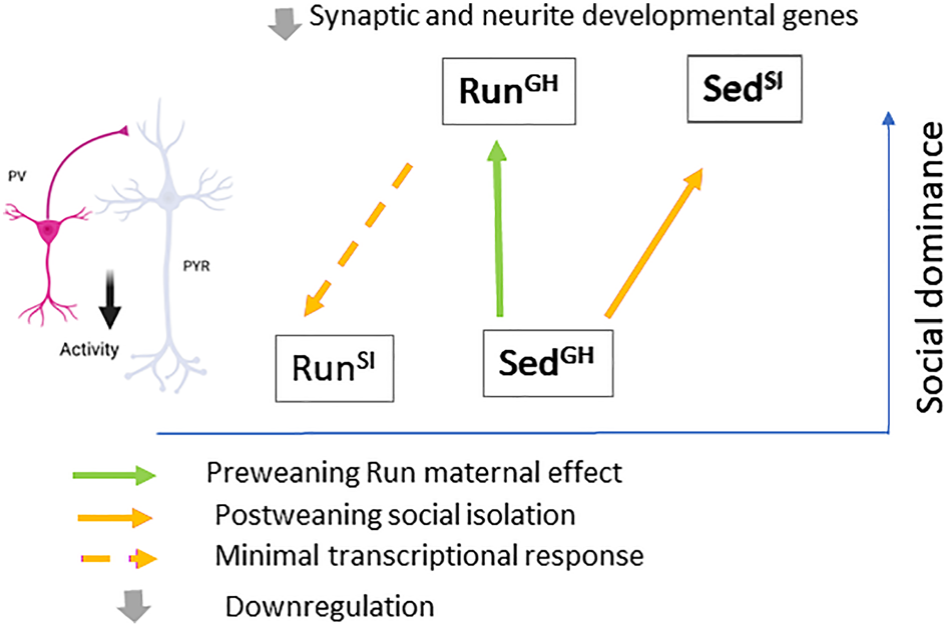
Summary of gene expression changes in PV interneurons associated with the dominance of Run^GH^ and Sed^SI^ mice and predicted reduction in PV interneuron activity in the PL microcircuit.

## Discussion

We studied the effect of two environmental conditions on male dominance behavior in the tube test, one associated with early postnatal life (from P2 to P21/weaning) and the other with the juvenile and adolescent period of development (from weaning to adulthood). The preweaning environmental influence was represented by the mother’s physical activity, while the postweaning environment was social isolation (Fig. 5). The main finding of our work is that the dominance formed as a result of both preweaning maternal environment and postweaning social isolation (i.e., in Run^GH^ and Sed^SI^ compared to Sed^GH^) is associated with an altered transcriptional profile of PV interneurons in the PL region of the mPFC. Specifically, a set of genes involved in neurotransmission and in cell-to-cell communication in general and which include channel, receptor, pre/postsynaptic protein, and adhesion genes, were coordinately downregulated in both models suggesting impaired inhibition in the mPFC microcircuit.

The mPFC undergoes substantial development from birth until early adulthood when the mature mPFC microcircuit is established^39^. Both the preweaning suckling and postweaning juvenile/adolescent periods are critical developmental windows that are highly sensitive to environmental influences. The preweaning period is dominated by the maturation of pyramidal neurons characterized by robust synaptogenesis, synaptic pruning, and refinement of synapses^40^. Consistent with these data, the preweaning Run maternal environment resulted in persistent expression changes in genes related to synapse development and function in pyramidal neurons (Fig. 3D). Although postweaning social isolation led to the same dominance behavior as the maternal effect, it had no obvious effect on gene expression in pyramidal neurons, presumably because the highly sensitive period of pyramidal neuron synaptogenesis was closed by the time of weaning when social isolation began (Fig. 3A, middle and bottom panels). This suggests that pyramidal neurons may not have a direct role in the tube test dominance of socially isolated Sed mice.

The postweaning juvenile/adolescence period in mice is characterized by the development of inhibitory neurotransmission in the mPFC^41,42^. PV interneurons, due to their direct connectivity to pyramidal neurons and fast spiking, are important in establishing the excitatory/inhibitory balance in the adult mPFC. Consistent with the maturation of inhibitory neurons during adolescence, we found robust gene expression changes in Sed mice that were socially isolated from weaning (Fig. 3A, middle panel, Fig. 4C).

Surprisingly, the preweaning Run maternal environment resulted in similar gene expression changes in PV interneurons, (Fig. 4A, B, D) even though postweaning Run^GH^ offspring were raised in standard group-housing condition. Both the maternal environment and social isolation resulted in the coordinated downregulation of a set of PV interneuron genes related to the biological process of neurotransmission, including channel, receptor, pre/postsynaptic protein, and adhesion genes (Fig. 4E–G), implying that PV interneuron activity is likely impaired, though direct demonstration of reduced PV activity will require further experiments.

How can two environmental effects that are different in nature and developmental timing lead to similar gene expression changes, predominantly downregulation, in PV interneurons? Because PV interneurons receive long-range inputs from the thalamus and hippocampus^43^, two brain regions that process sensory information, we propose that social isolation during the juvenile and adolescent periods, due to sensory deprivation, disrupts the activity-dependent development and maturation of PV interneurons, resulting in reduced PV interneuron activity. Indeed, social isolation between P21 and P35 has been reported to cause reduced excitability and decreased activation of PV interneurons in the dorsomedial PFC^43^. The earlier timing of the Run maternal effect (preweaning) raises the possibility that the gene expression changes in pyramidal neurons have a secondary effect on PV interneuron development in a delayed fashion (postweaning) in Run^GH^ mice. Indeed, PV interneurons receive excitatory input from local pyramidal cells and thus impaired maturation of pyramidal cells, suggested by their expression profile in Run^GH^ males (Fig. 3C, D), can have a secondary effect on the development of later maturing PV interneurons.

Overall, based on the very similar gene expression changes in PV interneurons induced by the preweaning Run maternal environment and postweaning social isolation, we propose that these shared transcriptome changes, via reduced inhibition in the PL microcircuit, contribute to the dominance behavior of Run^GH^ and Sed^SI^ males in the tube test as compared to Sed^GH^. Indeed, PV interneurons project onto pyramidal cells, strongly inhibiting their activity, and disinhibition of this microcircuit has been linked to the expression of dominance behavior in the tube test^13,30^. We note, that beside their similar PV transcriptional response, Run^GH^ and Sed^SI^ males exhibited differences in behavior and gene expression. Social isolation, but not the Run maternal environment, resulted in the loss of social motivation to interact with a stranger mouse in the 3-chamber test (Fig. 1E). Further, the Run maternal environment caused gene expression changes in a wide range of cell types that included pyramidal neurons and PV and SST interneurons and astrocytes, while social isolation led to significant gene expression changes only in PV interneurons (Fig. 3A). Finally, the difference between the preweaning Run maternal and postweaning social isolation models is also reflected by the way tube test dominance is attained. While social isolation led to dominance and gene expression changes in PV interneurons in Sed mice, it prevented the expression of dominance without causing substantial PV gene expression changes in Run males that were otherwise programmed by their Run mothers to achieve dominance. We propose that social isolation abrogates the development of maternally programmed dominance but does not interfere with the maternally programmed transcriptional changes. This suggests that the mechanism underlying loss of dominance in the Run^SI^ offspring when compared to Run^GH^ offspring is either downstream of or independent from the PV interneuron transcriptional changes and the proposed reduced inhibition of pyramidal neurons.

The opposite outcome of social isolation in Sed and Run males seems to be consistent with the developmental match-mismatch theory of phenotypic adaptation^44^. Sedentary maternal environment can be considered adverse and when combined with later social isolation, another adversity, resulted in dominance, a scenario that according to the theory is a “match” between early and later life environments that typically leads to increased fitness. In contrast, Run males lost their programmed dominance following social isolation (Run^SI^), a scenario of developmental “mismatch” between early and later life environments that, according to the theory, has a cost in fitness. Although the developmental match-mismatch theory is supported by observational studies with a number of species in the wild^45–47^ and in the laboratory^48^, it is still hypothetical and lacks a plausible mechanistic explanation.

The two environmental manipulations, maternal physical activity during the postpartum period and postweaning social isolation, that were used in our experiments to increase social dominance, have relevance to human. First, maternal physical activity during the postpartum period can be considered normal as mothers, after uncomplicated childbirth, quickly resume normal daily activity. Hence, one could interpret the reduced PL expression of neurotransmission related genes and the social dominance of the offspring of physically active mothers as the ecologically likely scenario. It follows that the relative upregulation of neurotransmission related genes in Sed^GH^ mice (e.g., in comparison to Run^GH^ levels) and their submissiveness can be viewed as abnormal and related to a maternal condition that prevents mothers from resuming their typical daily activity following delivery. For example, sedentary life is associated with a proinflammatory state that could lead to the gene expression and behavioral changes in Sed males. We previously reported that the milk of Sed mothers have higher levels of cytokines that, at elevated concentrations, are proinflammatory, and that supplementing Run milk with recombinant cytokines reverts the dominance of their offspring to submissiveness^20^. Other possibilities could include the effect of the maternal microbiome, although we reported no significant differences in Sed^GH^ and Run^GH^ microbiomes during postnatal development and in adulthood^20^. Still another possibility is a change in maternal care behavior as a result of running, but we found no obvious differences between Run and Sed mothers’ care of their pups^20^.

In summary, using both a preweaning and postweaning model of increased tube test dominance, we uncovered transcriptional changes in various mPFC cell types that revealed the importance of transcriptional plasticity through gene downregulation in PV interneurons in establishing the dominance of Run^GH^ and Sed^SI^ mice compared to Sed^GH^ mice. Collectively, our study helps to understand environmentally induced transcriptional plasticity in PFC and its relationship to social dominance in the tube test.

## Methods

### Animal handling

All experimental protocols were approved by the Weill Cornell Medicine Institutional Animal Care and Use Committee (IACUC 2012-0022) following guidelines from the NIH Guide for the Care and Use of Laboratory Animals. All methods were carried out in accordance with relevant guidelines and regulations. All methods are reported in accordance with ARRIVE guidelines. All mice were group-housed up to five per cage, unless noted otherwise, throughout a 12 h light/dark cycle with lights on at 6 a.m. Food and water were available ad libitum. All experiments used C57BL/6 mice from Taconic.

### Experimental design

Experimental design to generate Run and Sed offspring, born to mothers housed in cages with or without running wheels during the postpartum period, is shown in Fig. 1A. At postnatal day 21 (P21), both Run and Sed male pups were transferred to sedentary cages and raised (i) under group-housing (Run^GH^ and Sed^GH^) condition (cohorts 1), or (ii) in group housing or social isolation (Run^GH^, Sed^GH^, Run^SI^, and Sed^SI^, cohort 2) as shown in Fig. 1A. Adult, ~ 4 months old males were tested for social dominance behavior (tube test) and social motivation (3 chamber sociability test), as described below. Cohort 1 mice were used for RNA profiling, one day after the last tube test. Further, we generated an additional cohort for RNA profiling that was identical with cohort 2 but was not tested in any behavioral assay (cohort 2-naïve). Male offspring were used in all experiments because we previously showed that Run females had similar dominance scores to their Sed counterparts, indicating no effect of maternal postpartum running on female social dominance in the tube test^20^. Cohort 1, cohort 2, and cohort 2-naïve were derived from different mothers, thus were all independent from each other. The number of animals used in each experiment is reported in the figure legends.

### Maternal postpartum running-induced offspring dominance

Parents of Sed and Run offspring were received at 7 weeks of age. They were habituated for 2 weeks before breeding started. The first litter was not used, as maternal care of primiparous females can be variable. At postnatal day P2, mothers and pups were randomly divided into 2 groups. One group was housed in cages equipped with running wheels (e.g., Run mother/offspring), while the other was housed in standard cages without running wheels (Sed mother/offspring). At P21, Run and Sed pups were weaned and raised as described in the “experimental design” section. Mothers were used only once in running experiments and were sacked afterwards to avoid the effect of repeated running on offspring behavior.

### Juvenile/adolescent separation-induced dominance

P21 Run and Sed pups were generated as described in the “experimental design” section and were housed from weaning/P21 individually in standard cages (no running wheel) until testing and tissue collection at ~ 4 months of age as shown in Fig. 1A.

### Behavioral tests

All tests were done during the light cycle (6 am–6 pm) between 12 pm and 5 pm. Sample size in all behavioral experiments was based on the number of litters/mothers. We randomly selected 1–2 male offspring from each mother. If 2 males were tested, their average behavioral score was used.

Tube test dominance: Test was performed as described previously^20^ with cohorts 1 and 2, as shown in Fig. 1A. Cohort 1 consisted of two male groups, Sed and Run, with individuals from one group competing against individuals from the other group in pairs. N was represented by the mothers, such that only one pair was created with offspring from the same two mothers. Cohort 2 consisted of four groups with individuals assigned to pairs across the groups. Again, only one pair was formed with offspring from the same two mothers. To limit the effect of winning history on dominance^11^, each male competed with only 2–3 males from the other group(s). Once mice were assigned to pairs, they were trained for three days prior to testing by placing them into one end of the tube (with divider in the middle of the tube removed) and allowing them to walk through the tube. This was repeated by putting the mouse on the other end of the tube. On day 4 (testing), a pair of trained mice were placed on the two ends of the divided tube. Once mice were fully settled, the divider was removed, and the trial started. Each pairwise competition was performed twice by switching competitors between the sides of the tube to eliminate possible side bias. The first mouse to have a front paw touch the surface of the table was declared the loser. Percent of wins for each individual was calculated.

Social rank: Right after the dominance tests between Run and Sed males, cohort 1 mice were tested for the linearity of hierarchy within individual cages by using a round robin design in which every mouse in the cage competed directly with the others in tube tests. The average number of wins determined the rank in the hierarchy within the cage. Mice with the same number of wins indicated non-linear hierarchy. Groups of cage mates were scored to have either linear (1) or non-linear (0) hierarchy.

Affiliative behavior/Social motivation: This assay was based on the 3-chamber sociability test^33^, with some modifications. Sociability was tested with cohort 2 mice two to three days after tube test. Affiliative behavior, unlike the tube test that used select individuals in pairs, could be assessed with all available males. This increased the overall number of cohort 2 animals per group in this test. Only one individual per litter was used. The test was conducted in three 10-min phases in an open plexiglass arena (50 cm × 50 cm × 34.5 cm) that mice could freely explore during each session. For the first phase, the arena was clear of objects. For the second phase, two of the same empty wire mesh cups were placed on opposite ends of the arena (diameter 4″, height 4″). For the last phase, a novel and sex-matched mouse was placed under one of the wire mesh cups. The placement of the cups and mouse was counterbalanced. Time in the interaction zone around the empty and occupied cups was measured. Interaction zone was defined as a 5 cm radius around the center of the cups. Three Run^SI^ and one Run^GH^ males spent most of the time to climb onto the occupied cup or tried to jump out from the enclosure and were excluded. Panlab SMART 3.0 video tracking software was used to track and analyze behavior.

### Isolation of prelimbic cortex (PL)

N = 3 non-brother males were processed per group. Following rapid decapitation, coronal slices were cut with a 1 mm brain block from Kent Scientific and PL was extracted. Biological replicates from each group were then pooled together. The Minute Single Nucleus Isolation Kit for Neuronal Tissue from Invent Biogen was used to isolate nuclei utilizing provided protocol. Visual inspection with a hemocytometer was used for nucleus counting.

### SnRNA-Seq from PL

First, we performed an snRNA-Seq experiment from cohort 1 Run^GH^ and Sed^GH^ mice with PL nuclei isolated one day after the last tube test (at ~ 4 months of age), generating *dataset 1.* Second, a similar snRNA-Seq experiment was performed with ~ 4 months old Run^GH^, Sed^GH^, Run^SI^, and Sed^SI^, mice that however had no prior exposure to the tube or other behavioral tests (cohort 2-naive), generating *dataset 2*). Preparation for libraries and sequencing was done by the Epigenomics Core at Weill Cornell Medicine using the Chromium Single Cell 3’ Reagent V3 Kit and sequencing via NovaSeq6000 to a depth of approximately 25,000–30,000 mean reads per cell. FASTQ files were processed using the CellRanger v6.0.0 pipeline and aligned to the mm10 transcriptome with introns included in the reference. Gene expression matrices of all samples were loaded into R and preprocessed separately using Seurat^37,49^. Nuclei with fewer than 200 genes and genes expressed in fewer than 10 nuclei were filtered out. Matrices were merged and then nuclei with fewer than 500 genes or greater than 4,000 genes and nuclei with greater than 1% mitochondrial gene reads were removed. The cutoff of greater than 4000 genes was chosen based on visualization of the number of genes per nuclei, as nuclei with a much higher than average number of genes are more likely doublets instead of single nuclei. The object was normalized using SCTransform with mitochondrial genes regressed out. Following PCA, clustering (using 35 PCs and resolution = 0.6) was performed with FindClusters. Data was then normalized using NormalizeData in the “RNA” assay. Cluster markers were identified using FindAllMarkers. For differential gene expression, clusters were combined by cell type (to a total of 9 cell types, Fig. 2C) and the animal groups were compared for each cell type individually using FindMarkers with a minimum log2FC of 1.3 and adjusted *p*-value < 0.05 for each cell type (Wilcoxon Rank Sum test, Bonferroni adjustment for the number of genes).

### Statistical analysis

The number of animals per group and the statistics used are described in the figure legend of each behavioral experiment. Data from behavioral experiments are presented as mean ± SEM. GraphPad Prism version 9.0 was used for plotting and statistical analysis (GraphPad Software), followed by the recommended post-hoc analysis. Unpaired t test was used to compare the tube test dominance of two independent groups. Two-way ANOVA with Tukey’s test for multiple comparisons was used to compare the tube test dominance of for independent groups. Mann–Whitney test was used to determine the hierarchical structure within Run and Sed cagemates. Multiple paired t tests with Sidak’s multiple comparison was used to analyze sociability. A priori level of significance at 95% confidence level was considered at *p* < 0.05.

### Supplementary Information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

## Data Availability

The data reported in this study can be found in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234726 under accession numbers GEO: GSE234726; Token for access: kbgtogcepjgjpkx. All publicly available software referenced in the text have been outlined in Materials and Methods. This paper does not report original code.

# Supplementary material for: Single cell transcriptomic representation of social dominance in prefrontal cortex and the influence of preweaning maternal and postweaning social environment
**Source:** Sci Rep. 2024 Jan 25;14:2206. doi: 10.1038/s41598-024-52200-6
**Supplement:** Supplementary file 1 — Supplementary Figures.

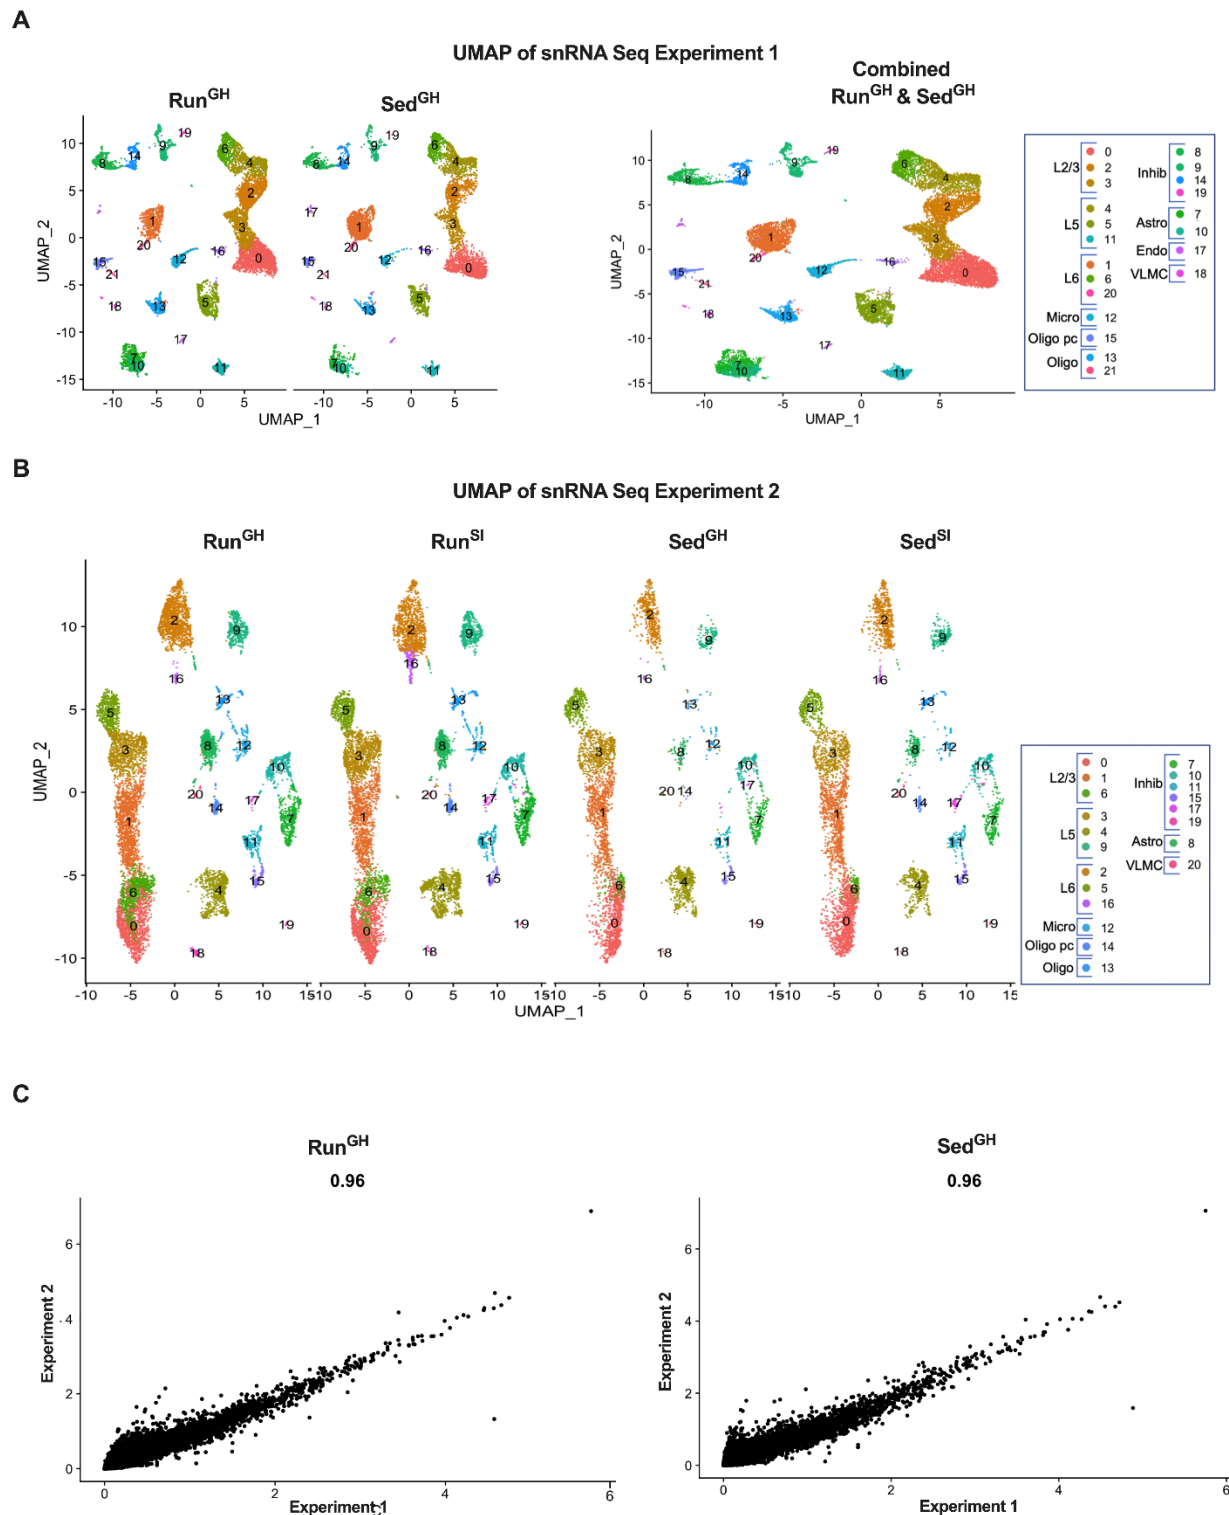

**Supplementary Figure S1. Transcriptional profiles of PL single nuclei from two independent experiments/datasets.** **A.** Individual and combined UMAPs for cohort 1 Run<sup>GH</sup> and Sed<sup>GH</sup> PL for snRNA experiment 1/dataset 1, showing all identified neuronal and nonneuronal cell types. L=cortical layer, Micro=microglia, Oligo pc=oligodendrocyte precursor, Inhib=inhibitory neurons, Endo=endothelial cell, VLMC= vascular and leptomeningeal cells. **B.** Individual UMAPs for cohort 2-naïve Run<sup>GH</sup>, Sed<sup>GH</sup>, Run<sup>SI</sup>, and Sed<sup>SI</sup> PL for snRNA experiment 2/dataset 2, See combined UMAP in Figure 2C. **C.** Correlation of total gene expression of PL between snRNA-Seq datasets 1 and 2. X and Y coordinates: relative expression levels.

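The expression levels plotted are averages over the nuclei of a library, so that each point is a gene, and the correlation describes how alike the gene profiles of the libraries are. Rebuilt profiles of Run SI and Sed SI had r = 0.996.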

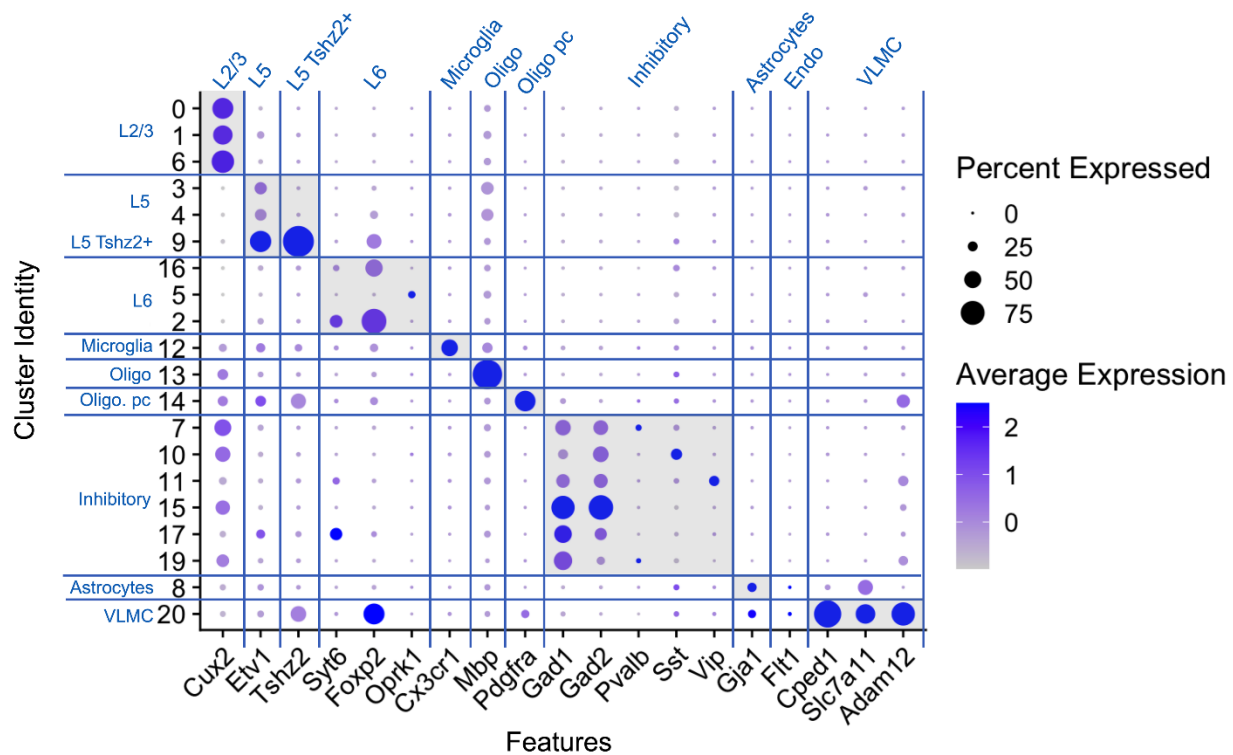

**Supplementary Figure S2.** Average expression of canonical marker genes for each cluster in a combined set of cohort 2-naïve Run<sup>GH</sup>, Sed<sup>GH</sup>, Run<sup>SI</sup> and Sed<sup>SI</sup> PL. Genes listed on the x-axis and clusters and their associated cell type on the y-axis.

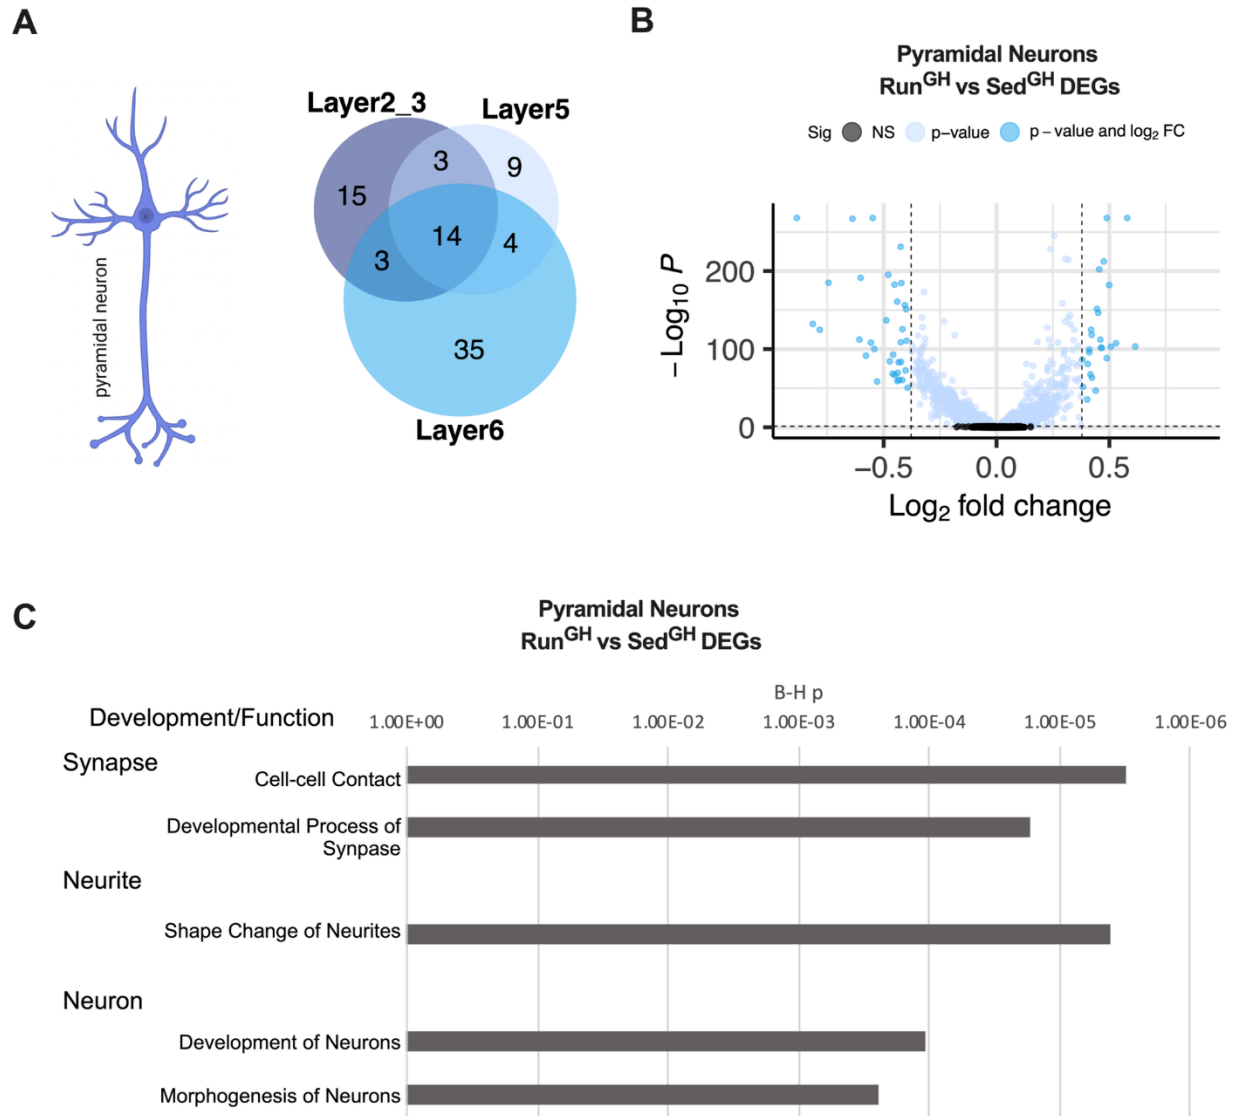

**Supplementary Figure S3. Analysis of pyramidal neuron-specific Run<sup>GH</sup> vs. Sed<sup>GH</sup> DEGs from snRNA-Seq, dataset 1 (cohort 1).** **A.** DEGs corresponding to the three layers of PL highly overlap. **B.** Volcano plot representation of gene expression differences caused by the maternal Run environment in pyramidal neurons in the PL. **C.** IPA biological processes enriched in Run<sup>GH</sup> vs. Sed<sup>GH</sup> pyramidal neuron DEGs.

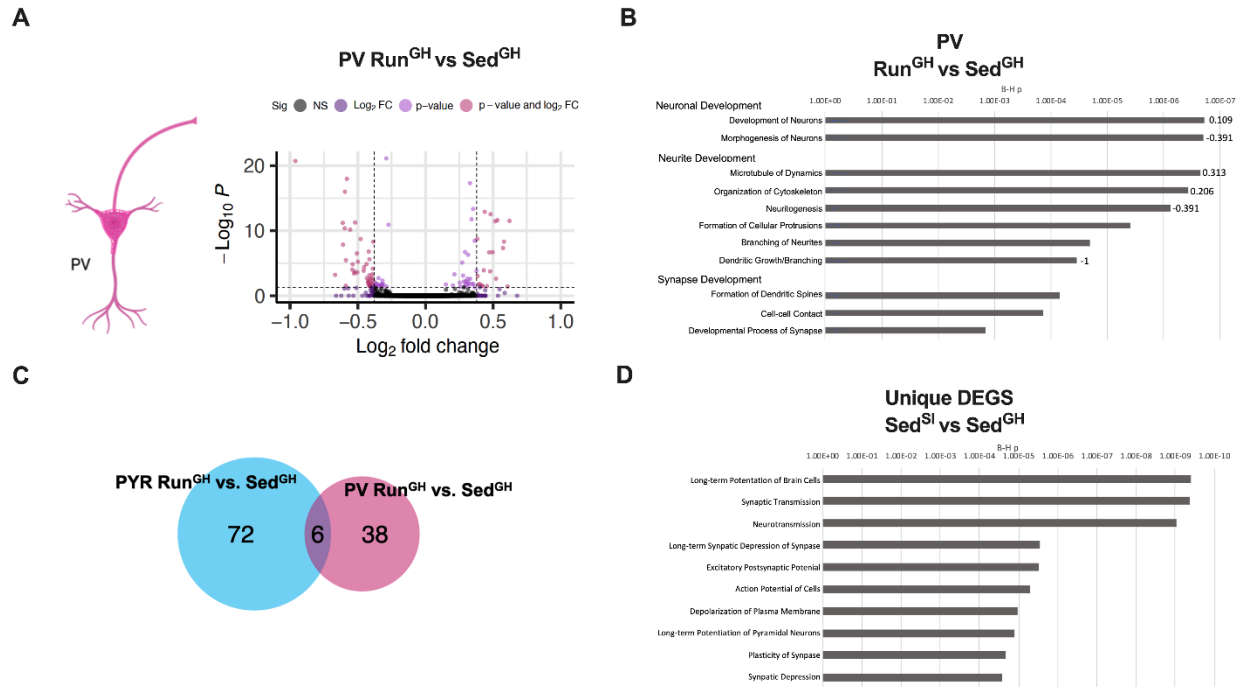

**Supplementary Figure S4. Analysis of PV interneuron-specific Run<sup>GH</sup> vs. Sed<sup>GH</sup> DEGs from snRNA-Seq, from dataset 1 (cohort 1).** **A.** Volcano plot representation of gene expression differences caused by the maternal Run environment in PV interneurons in the PL. **B.** IPA biological processes enriched in Run<sup>GH</sup> vs. Sed<sup>GH</sup> PV interneuron DEGs. Z scores are indicated on top of the columns. **C.** Minimal overlap between pyramidal neuron and PV interneuron Run<sup>GH</sup> vs. Sed<sup>GH</sup> DEGs. **D.** IPA biological processes enriched in unique Sed<sup>SI</sup> vs Sed<sup>GH</sup> DEGs (e.g., that are not shared with Run<sup>GH</sup> vs Sed<sup>GH</sup> DEGs).

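A volcano plot sets the fold change of each gene against the significance of a test across nuclei. The shares of nuclei with each gene that Supplementary Table S2 prints for PV interneurons lay 3.81 percentage points from the rebuilt PV interneurons in Run GH and 5.23 in Sed GH, and 27.1 and 28.9 from astrocytes.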

How the deposited data were processed for this re-analysis (not part of the article)

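The deposited single-nucleus data are 6 libraries of PL tissue from male mice, 2 in *dataset 1* (Run GH and Sed GH) and 4 in *dataset 2* (Run GH, Sed GH, Run SI, and Sed SI), each pooled from 3 mice. The authors made libraries with the 10 × Chromium 3′ V3 kit, sequenced them, and counted UMIs per barcode and gene with Cell Ranger against mm10, introns included. The deposited values are raw UMI counts of all barcodes, without cell calling, doublet removal, or removal of free RNA. No assignment of nuclei to clusters was used, and clusters were rebuilt.

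Barcodes needed 500 to 4000 genes and at most 1% mitochondrial UMIs. Because these limits left most barcodes of *dataset 1* near the size of background droplets, a minimum of UMIs per library, planned as an alternative, was made the main rule for all values by cell type after the numbers of barcodes were seen. The datasets were clustered apart with scanpy 1.11.5, on analytic Pearson residuals (theta 100) of 3000 genes, 35 components, 20 neighbours, and Leiden resolution 0.6 (leidenalg 0.10.2), and inhibitory nuclei were clustered again. Clusters were named from marker lists written before the data were examined. The naming rule was adjusted after astrocytes went unnamed under alternatives, so that a name needs 3 detected markers. Naming was done in each dataset apart, so a cluster could be named in one and left without a name in the other. The grouping of astrocytes with a mixed cluster, the comparison of printed sheets, and the test of the maternal effect by dataset were added after results were seen.

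Counts were summed per library and cell type. Ratios are log2 ratios of CPM (counts scaled to a common library total), with a pseudocount of 0.5 where one side was 0, and exact 95% intervals for counts and shares, which cover counting error and not the spread between mice. Listed genes needed 10 counts and genes for the correlation of ratios 50. Medians of lists were set against 10000 random lists from 20 bins of expression. Median depth per nucleus ran from 1638 UMIs in Sed GH of *dataset 2* to 6252 in Sed GH of *dataset 1*. Named genes were chosen by a rule written before the data were examined: the paper's markers, the genes of its Fig. 4E, genes listed with opposite signs in the 2 datasets, and in each comparison up to 3 genes per direction with the largest change among those with at least 100 counts.

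Each condition has 1 library per dataset, so tests were made over the 6 libraries with edgeR 4.0.16 (R 4.3.3; TMM, filterByExpr, quasi-likelihood) with dataset, maternal environment, and housing as terms, 2 residual degrees of freedom, and Benjamini-Hochberg adjustment at 0.05; DESeq2 1.42.0 was the other tool. In simulated data, 200 genes were given a log2 change of 1 or 2 in size, the same in both datasets. The test for the maternal environment called 83.6% of changed genes in pyramidal neurons, 73.5% in PV interneurons, 69.1% in SST interneurons, and 72.7% in astrocytes. These shares cover both sizes of change together.

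The alternatives tried were no upper limit on genes, a lower limit of 1000 genes, no mitochondrial limit, log-normalized values of 2000 genes for clustering, doublets removed at an expected 6%, thinning to 1000 UMIs with shallower nuclei left out, subtraction of the profile of barcodes under 100 UMIs or of background droplets of 30 to 2000 UMIs, minimum counts of 50 and 200, no filter on low counts, group-housed libraries only, the largest barcodes, all barcodes within the limits, and leaving out each library. For housing, a fit to *dataset 2* alone was also run. Gene positions are those of GENCODE release M21 on mm10. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, and matplotlib 3.10.9. Data of other kinds in the paper, such as behaviour, were not analysed here. Not every result for the shared genes is reported here.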

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

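Of the tests below, the test of the maternal effect by dataset, its tests of batches and of free RNA, and the tests of sequencing depth and of gene length in Run SI and Sed SI were chosen only after the results were seen.

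The effect of the maternal environment differed between the datasets when a term for that difference was added to the fit over 6 libraries. In pyramidal neurons 1918 of 18688 genes passed the threshold, 663 with a higher and 1255 with a lower Run over Sed ratio in *dataset 2*, and 4338 had an unadjusted p under 0.05. The counts were 153 in PV interneurons, 86 in SST interneurons, and 13 in astrocytes. The genes with the smallest p were *Nrg3os* in pyramidal neurons, -2.36 (adjusted p = 9.22e-11), *A330015K06Rik* in PV interneurons, -3.09 (adjusted p = 1.55e-15), *Gm20642* in SST interneurons, -3.39 (adjusted p = 4.11e-16), and *Wdr17* in astrocytes, -1.56 (adjusted p = 3.97e-08), as log2 ratio of *dataset 2* minus *dataset 1*. This fit has 1 residual degree of freedom, and *dataset 1* enters it with 1 Run and 1 Sed library.

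A smaller number of layer 6 nuclei in Run GH of *dataset 1* is argued against as the whole cause, since 1254 genes passed in layer 2/3 nuclei alone. With free RNA of the background droplets subtracted, 124 genes passed in pyramidal neurons, 249 in PV interneurons, 172 in SST interneurons, and 13 in astrocytes. Free RNA may therefore account for part of the difference in pyramidal neurons, but the subtraction also removes counts, so this cannot be told apart from a loss of sensitivity. A difference between library batches cannot be told apart from prior testing or chance for the 1918 genes, because each dataset was made apart and *dataset 1* has a single pair of libraries. The ratios went with gene length in opposite directions in the 2 datasets (Spearman's rho over genes of 0.110 and -0.367 in pyramidal neurons), and a part by length stays open, since length was not entered in the fit. Layer 2/3 may also hold different cells in the 2 datasets. A pyramidal cluster with *Scn7a*, *BC006965*, and *A830036E02Rik* among its leading genes had no layer in *dataset 1* (1400 nuclei). In *dataset 2* a cluster with these leading genes was counted as layer 2/3 (4039 nuclei). A part by the make-up of layer 2/3 therefore stays open. The prior testing of the mice, which the design names, stays open and was not tested.

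The genes that Table S3 lists for pyramidal neurons of Run GH over Sed GH also differed between Run SI and Sed SI, a comparison the paper does not report gene lists for. Their median log2 ratio of Run SI over Sed SI was 0.40 for the 42 genes listed as raised, 42 of them above 0, and -0.63 for the 45 listed as lowered, 45 of them below 0. Random lists of genes of like expression gave 0.00 to 0.12 and 0.009 to 0.13. These libraries were not used to select the genes. Unequal depth per nucleus is argued against, since the median of the raised genes was 0.44 with nuclei thinned to 1000 UMIs. A bias by gene length is argued against as the whole cause only. Against genes of the same length the median of the raised genes was 0.21 (random lists -0.055 to 0.058), and that of the lowered genes -0.72. An effect of the Run maternal environment within *dataset 2* and a difference in how the Run and Sed libraries were made both stay open. Fits that leave out a library of *dataset 1* rest on *dataset 2* for this effect, and 2331 and 2541 genes passed in them with 1 residual degree of freedom, but they test both of these together and do not separate them.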

How the results depend on the processing

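The alternatives were set before the data were examined, except the tests with the largest barcodes, with all barcodes within the limits, with the free RNA of the background droplets subtracted, and with separate Sed GH nuclei for each ratio, which were chosen only after results were seen. Where a value changed, the cause was not tested unless stated.

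Of the numbers of nuclei under alternatives set in advance, 19 stayed within 1.5-fold and 5 did not. A lower limit of 1000 genes gave 11230 in Run GH and 14754 in Sed GH of *dataset 1* and 2630 in Sed GH of *dataset 2*. The minimum of UMIs gave 8165 and 5143 in *dataset 1*. Of the shares of nuclei by class, 209 values stayed within their intervals and 71 moved under alternatives set in advance, and 64 stayed and 80 moved under added ones.

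Of the shares of listed genes with the paper's direction, 64 of 80 values under alternatives set in advance stayed within their intervals. Subtracting the free RNA profile of low barcodes gave 82.5% for the PV list and 86.1% for the pyramidal list of Table S3. Its SST list gave 84.6% and the PV list of Table S4 gave 70%. The astrocyte list of Table S3 gave 59.5% with the limit of 1000 genes, 95.9% with log-normalized values for clustering, and 75.6% among the largest barcodes. The PV list of Table S5, with 5 genes, reversed to 60% after thinning.

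Of the shared genes listed as lowered, 51.4% were lower in PV interneurons of Run GH, and the share ran from 42.9% after thinning to 78.1% with the low-barcode profile subtracted. No upper limit, log-normalized clustering, the largest barcodes, and all barcodes gave 48.6%. In Sed SI the share was 57.1%, and 81.2% with that subtraction. These shares, and the pairs of libraries with a higher share of a class in Run, were chosen after results were seen. Of 36 numbers of pairs, 28 stayed, and that of precursors reversed, to 1 of 3 with the limit of 1000 genes.

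Read in astrocytes, the PV list of Table S3 went from 40% to above 50% under the limit of 1000 genes (64.4%), log-normalized clustering (95.9%), doublet removal (100%), thinning (65.9%), and subtraction of the low-barcode profile (95.2%). The PV list of Table S4, at 64.2%, fell below 50% with no upper limit on genes (36.7%) and with the free RNA of the background droplets subtracted (48.4%), and moved to 93.8% with log-normalized clustering, 100% with doublets removed, 84% after thinning, and 52.0% among the largest barcodes. Doublet removal was uneven here: of the mixed cluster it took 100 of 105 nuclei in Run GH, 59 of 71 in Run SI, and 19 of 24 in Sed SI, but 3 of 48 in Sed GH, where 42 were then counted as astrocytes.

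The correlation of the Run GH and Sed SI ratios in PV interneurons, 0.666, moved to 0.845 with the limit of 1000 genes, 0.567 with a minimum of 200 counts, 0.721 and 0.738 with free RNA of low barcodes and of background droplets subtracted, 0.719 among the largest barcodes, and 0.0810 with separate Sed GH nuclei, where no nucleus is shared but the library still is. The correlations of expression between datasets stayed within 0.05 under the alternatives run.

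For the maternal environment, edgeR called 0 genes in pyramidal neurons (1314 at an unadjusted p under 0.05), 31 were called by DESeq2, and 9 without the filter on low counts. Both subtractions of free RNA took nearly all mitochondrial UMIs, so the called mitochondrial genes were not tested under them. In PV interneurons, the count of 7 became 12 with the limit of 1000 genes, 11 among the largest barcodes, 1 and 0 with free RNA of low barcodes and of background droplets subtracted (275 unadjusted in the latter, DESeq2 not run there), 23 without the filter, and 12 in group-housed libraries. In SST interneurons, 5 became 3 and 0 with the 2 subtractions (296 unadjusted in the latter), 22 without the filter, and 0 in group-housed libraries (298 unadjusted). The 1 gene in PV and the 3 in SST interneurons after the low-barcode subtraction were lower in Run. They are thus not among the 7 and 5 of the main fits, which were all higher in Run. In astrocytes, 9 became 5 with no upper limit, 0 with the limit of 1000 genes (184 unadjusted), 0 with doublets removed (394 unadjusted), 21 with all barcodes within the limits, 0 (165 unadjusted) and 1 with the subtractions, 4 by DESeq2, and 20 without the filter.

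Leaving out 1 library at a time gave 0 to 2541 genes in pyramidal neurons, 6 to 151 in PV interneurons, 3 to 94 in SST interneurons, and 6 to 47 in astrocytes for the maternal environment. The high counts came without Run GH of *dataset 1* (2331, 149, 87, and 47) and without its Sed GH (2541, 151, 94, and 39); the lone library left is then taken up by the term for dataset, so these fits rest on *dataset 2*, with 1 residual degree of freedom. For housing the ranges were 0 to 26 in pyramidal neurons, with 8 without Run GH and 26 without Sed GH of *dataset 1*, and 0 to 2 in PV interneurons. A fit for housing to *dataset 2* alone called 0 genes in pyramidal neurons and 0 in PV interneurons. Run and Sed pairs as a block give the same model as dataset and housing, and the same counts of 0, 7, 5, and 9, in the order of cell types above.

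Of the log2 ratios of single genes, 318 values under alternatives set in advance stayed within their intervals, 49 moved, and 2 reversed. Reversed here means a change of sign where the interval excluded 0, and 22 other values changed sign where the interval included 0. The reversed values are *Kcnip4* in PV interneurons of Run GH over Sed GH, at 0.25 with the limit of 1000 genes, and *Car10* there, at 0.081 after thinning. Thinning also leaves out nuclei under 1000 UMIs, all of them in Sed GH of *dataset 2*. Ratios over that library rest on 323765 UMIs in PV interneurons and 98568 in astrocytes.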

Differences from the paper's values

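The groupings of astrocytes with the mixed cluster, the readings in other cell types, and the tests among the largest barcodes were chosen only after the values were seen.

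In *dataset 1*, 82369 Run GH barcodes were within the limits of the methods, against the paper's 10232 nuclei. Of the alternatives set before the data were examined, the limit of 1000 genes (11230) and the minimum of UMIs (8165) came within 1.5-fold of the paper's number, and no upper limit (83009) and no mitochondrial limit (82437) did not. In Sed GH there were 103386 barcodes against the paper's 7327 nuclei; the minimum of UMIs (5143) came within 1.5-fold, and the limit of 1000 genes (14754), no upper limit (104225), and no mitochondrial limit (103399) did not.

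On the scale of Seurat's average log2 fold change, the genes that Table S3 lists as raised in PV interneurons had a median of 0.37 against the paper's 0.85, and those listed as lowered -0.029 against the paper's -0.9998. Subtracting the free RNA profile of low barcodes closed the gap for the raised genes (0.63), and no upper limit, the limit of 1000 genes, log-normalized clustering, doublet removal, a minimum of 50 counts, and thinning did not. None of these closed the gap for the lowered genes, for which subtraction gave -0.23. For the PV list of Table S4 the medians were 0.057 against the paper's 0.67 for raised genes and -0.025 against the paper's -1.27 for lowered genes, and none of these alternatives closed either gap. In a setting chosen after seeing the values, astrocytes with the mixed cluster among the largest barcodes, the medians were 0.82 and -0.86 for Table S3 and 0.73 and -1.28 for Table S4. The same grouping with the minimum of UMIs gave 0.45 and -0.33 for Table S3 and 0.29 and -0.58 for Table S4. The genes listed as raised in PV interneurons of Run SI over Run GH had a median of -0.051 against the paper's 0.60, and none of the alternatives set in advance closed the gap.

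The genes that Table S3 lists for astrocytes had medians of 0.26 against the paper's 0.45 for raised and -0.29 against the paper's -0.56 for lowered genes. For raised genes, log-normalized clustering, doublet removal, subtraction of the low-barcode profile, the minimum of 50 counts, and thinning closed the gap, and no upper limit and the limit of 1000 genes (0.72) did not. For lowered genes, log-normalized clustering (-0.40), doublet removal (-0.53), and thinning (-0.40) closed it, and no upper limit, the limit of 1000 genes (0.32), subtraction, and the minimum of 50 counts did not. In layer 2/3 neurons, a reading chosen after seeing the values, the medians were 0.44 and -0.58.

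The paper states that nearly all genes shared by its PV lists for Run GH and Sed SI are lowered, with fewer exceptions than its tables hold; in Tables S3 and S4, 3 of the 38 shared genes are raised in both. In rebuilt PV interneurons, 18 of the 35 others were lower in Run GH and 20 in Sed SI than in Sed GH.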

Other observations

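Of the tests below, those of mixed droplets, of mitochondrial free RNA, of the SST and astrocyte sheets, of a change in pyramidal neurons alone, and of a shared maternal effect on the lowered genes were chosen only after the results were seen.

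The sheets that list genes for PV interneurons in Tables S3 and S4 print, for each gene, the share of nuclei in which it was found. For Run GH in Table S3, these shares lay 7.20 percentage points from rebuilt astrocytes and 38.1 from rebuilt PV interneurons, while the PV sheet of Table S2 lay 3.81 from PV interneurons. One candidate explanation is that the sheets hold nuclei of another class. A second is that droplets with RNA of both an astrocyte and a pyramidal neuron made up a larger share of the Sed GH nuclei. Among the largest barcodes, the Sed GH shares lay 1.82 points in Table S3 and 1.96 in Table S4 from astrocytes with the mixed cluster, and the Sed SI shares of Table S4 lay 0.832, but for Table S3 with the minimum of UMIs the distance was 17.6, and microglia lay nearer, at 15.4. For the Sed GH shares of Table S4 with that minimum these distances were 18.3 and 16.1. A doublet caller marked 3 of the 48 mixed nuclei in Sed GH, where this explanation needs such droplets, and 100 of 105 in Run GH. The caller's threshold differed, at 0.222 in Sed GH and 0.163 in Run GH, and Sed GH was the least deeply sequenced. The low number in Sed GH therefore does not argue against such droplets. The Sed GH columns of both sheets thus lie near this grouping among the largest barcodes only. Droplets with RNA of more than 1 cell cannot be told apart from single nuclei in this grouping, since the distance rests on the set of nuclei and the caller marked few in Sed GH. The mixed cluster made up 60.5% (49.0% to 71.2%) of astrocytes and mixed nuclei in Sed GH, 25.7% (21.6% to 30.1%) in Run GH, 21.6% (17.4% to 26.2%) in Run SI, and 11.6% (7.57% to 16.8%) in Sed SI among the largest barcodes, and 34.0% (26.3% to 42.5%), 23.9% (20.0% to 28.1%), 22.3% (17.9% to 27.3%), and 16.2% (10.7% to 23.2%) with the minimum of UMIs. A change of these genes in PV interneurons that the rebuilt groups miss stays open, and the authors' own assignment of nuclei was not used here.

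The astrocyte sheet of Table S3 lay 0.320 points from rebuilt layer 2/3 neurons and 26.5 from astrocytes for Run GH, and its layer 2/3 genes carry the same printed fold changes, which is consistent with a sheet that holds another class than it names. No biological explanation was tested.

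The ratios of Run GH and Sed SI over Sed GH were positively correlated in PV interneurons. The Sed GH library that both share may be enough for this, since 1000 of 1000 simulated sets without any change gave an r as high. With each contrast against its own part of the 217 Sed GH nuclei, r was 0.0810, which removes the shared counts and not the shared library. The same division gave 0.190 in pyramidal neurons and 0.00240 in astrocytes. Fewer counts per part also lower r, and no divided sets with a shared change were simulated, so a shared change is not excluded.

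The genes that Table S3 lists for pyramidal neurons moved in other cell types too, which argues against a change in pyramidal neurons alone, with medians of 0.82 for raised and -1.14 for lowered genes in PV interneurons. An effect of the maternal environment shared by both datasets is argued against by medians of -0.055 and 0.57 in *dataset 1*. For the raised genes, unequal depth (0.89 after thinning), a bias by gene length as the whole cause (0.44 against genes of the same length, from 0.79, which leaves a part by length open), and Sed GH alone standing apart (0.13 in Sed SI over Sed GH) are argued against. Free RNA cannot be told apart from a change in the nuclei for them, since the median was 1.13 after subtraction over the genes that kept 10 counts, and the others were lost. For the lowered genes, a bias by length is argued against (-1.32). Reads shared with overlapping genes cannot be told apart from a change in these genes, because 95.5% of them overlap another gene and other overlapping noncoding genes had a median of -0.12. A library batch that follows the Run and Sed groups of *dataset 2*, and the maternal environment itself, stay open.

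For the genes that Table S2 lists as lowered in pyramidal neurons, fewer layer 6 nuclei in Run GH are argued against as the whole cause only, by a median of -0.48 in the layer where it was smallest in size. Over all pyramidal nuclei the median was -0.72, so a part by the number of layer 6 nuclei stays open.

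For the mitochondrial genes called for the maternal environment, free RNA of the library cannot be told apart from a change in the nuclei. The mitochondrial share of the background droplets was higher in the Run library in 3 of 3 pairs, but a change in the cells would also reach the free RNA. In the pair of Run SI and Sed SI it differed 1.14-fold, and that of PV interneurons 2.03-fold. Subtraction decides nothing, since it left 0 of 12656 mitochondrial UMIs in PV and 0 of 10105 in SST interneurons, and 146 of 10321 in astrocytes, so the genes were not tested after it. The limit of 1% mitochondrial UMIs left 10530 of 12090 Run GH and 9339 of 11649 Run SI barcodes of *dataset 2*. It left 5821 of 5822 in Sed GH and 5683 of 5809 in Sed SI. The nuclei compared were thus cut unevenly between Run and Sed libraries. Whether the free RNA itself differs by maternal environment or by handling of the tissue was not tested.

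Chance cannot be excluded for the counts over 6 libraries, since 3 against 3 libraries make 10 splits and the smallest share is 10%. In pyramidal neurons edgeR called 0 genes (1314 unadjusted, 31 by DESeq2), so that 10 of 10 splits give as many by construction, and the comparison decides nothing. As many genes were called in 2 splits in PV interneurons, 2 in SST interneurons, and 1, the real split, in astrocytes. In PV and SST interneurons the other split sets Run GH of *dataset 1* with Sed GH and Sed SI of *dataset 2* against the rest. This split gave 46 genes in PV and 38 in SST interneurons. In pyramidal neurons it gave 447, the most of any split there. It turns Run and Sed around in *dataset 2*, so it follows the difference between the datasets.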
